# Aberrant chromatin landscape following loss of the H3.3 chaperone Daxx in haematopoietic precursors leads to Pu.1-mediated neutrophilia and inflammation

**DOI:** 10.1038/s41556-021-00774-y

**Published:** 2021-12-07

**Authors:** Julia P. Gerber, Jenny Russ, Vijay Chandrasekar, Nina Offermann, Hang-Mao Lee, Sarah Spear, Nicola Guzzi, Simona Maida, Sundararaghavan Pattabiraman, Ruoyu Zhang, Amir H. Kayvanjoo, Preeta Datta, Jagath Kasturiarachchi, Teresa Sposito, Natalia Izotova, Kristian Händler, Peter D. Adams, Teresa Marafioti, Tariq Enver, Jörg Wenzel, Marc Beyer, Elvira Mass, Cristian Bellodi, Joachim L. Schultze, Melania Capasso, Rachael Nimmo, Paolo Salomoni

**Keywords:** Chronic inflammation, Haematopoietic stem cells

## Abstract

Defective silencing of retrotransposable elements has been linked to inflammageing, cancer and autoimmune diseases. However, the underlying mechanisms are only partially understood. Here we implicate the histone H3.3 chaperone Daxx, a retrotransposable element repressor inactivated in myeloid leukaemia and other neoplasms, in protection from inflammatory disease. Loss of Daxx alters the chromatin landscape, H3.3 distribution and histone marks of haematopoietic progenitors, leading to engagement of a Pu.1-dependent transcriptional programme for myelopoiesis at the expense of B-cell differentiation. This causes neutrophilia and inflammation, predisposing mice to develop an autoinflammatory skin disease. While these molecular and phenotypic perturbations are in part reverted in animals lacking both Pu.1 and Daxx, haematopoietic progenitors in these mice show unique chromatin and transcriptome alterations, suggesting an interaction between these two pathways. Overall, our findings implicate retrotransposable element silencing in haematopoiesis and suggest a cross-talk between the H3.3 loading machinery and the pioneer transcription factor Pu.1.

## Abstract (web summary)

Gerber, Russ et al. show that the H3.3 chaperone Daxx, which represses endogenous retroviral and retrotransposable elements, acts as an epigenetic barrier to control haematopoietic progenitor plasticity and protect against PU.1-mediated inflammation.

## Main

Repeat elements, including endogenous retroviral elements (ERVs), retrotransposable elements (RTEs) and telomeric repeats, represent more than half of the human genome. ERVs and RTEs (ERVs/RTEs) have emerged as important regulators of key DNA- and RNA-based cellular functions, such as assembly of transcriptional networks, splicing and mutagenesis^1–3^. Aberrant opening and/or expression of ERVs/RTEs has been linked to inflammageing, cancer and autoimmunity^4–8^. Given the pleiotropic roles of ERVs/RTEs and their potentially detrimental effects on cell and tissue homeostasis, several mechanisms are in place to regulate their accessibility and expression. In embryonic stem cells, DNA methylation and incorporation of the histone 3.3 (H3.3) variant via the Death domain-associated protein (Daxx)–Alpha-thalassaemia X-linked mental retardation (Atrx) complex restricts accessibility to selected RTEs, such as intracisternal particles (IAPs)^9,10^. Loss of ERV/RTE silencing may activate their enhancer function in embryonic stem cells^11^. Notably, loss-of-function mutations in DNA methyltransferases, DAXX and ATRX are found in human cancer, including myeloid malignancies^12–16^. However, their impact on tissue homeostasis, inflammation and oncogenesis remains only partially understood.

## Daxx regulates the HSC chromatin landscape and transcriptome

Expression of Daxx, Atrx and the other H3.3 chaperone Hira^17^ during haematopoiesis is enriched in long-term haematopoietic stem cells (LT-HSCs), megakaryocyte-erythrocyte progenitors and B cells (Extended Data Fig. 1a; based on^18^). To assess the impact of Daxx loss on the chromatin landscape of haematopoietic stem and progenitor cells (HSPCs), we crossed a conditional Daxx-knockout (KO) line with *Rosa26CreERT2* mice (Extended Data Fig. 1b). Sorted LT-HSCs, common myeloid progenitors (CMPs) and granulocyte-monocyte progenitors (GMPs) from wild-type (WT; *Daxx*^+/+^;*RosaCre*^ERT2+/–^) and Daxx-KO (*Daxx*^F/F^;*RosaCre*^ERT2+/–^) mice were processed 3 weeks post tamoxifen treatment/induction (w.p.i.) for transposase-accessible chromatin sequencing (ATAC-seq; Fig. 1a). Principal component analysis (PCA) showed separate clustering of WT and Daxx-KO samples (Extended Data Fig. 1c). While the number of distal regions opening or closing in CMPs or GMPs compared with LT-HSCs were similar in the WT mice, substantially fewer distal regions were open in the Daxx-KO animals (Fig. 1b); most remained closed, suggesting Daxx-KO CMPs and GMPs became more restricted in their gene expression.

**Fig. 1:**
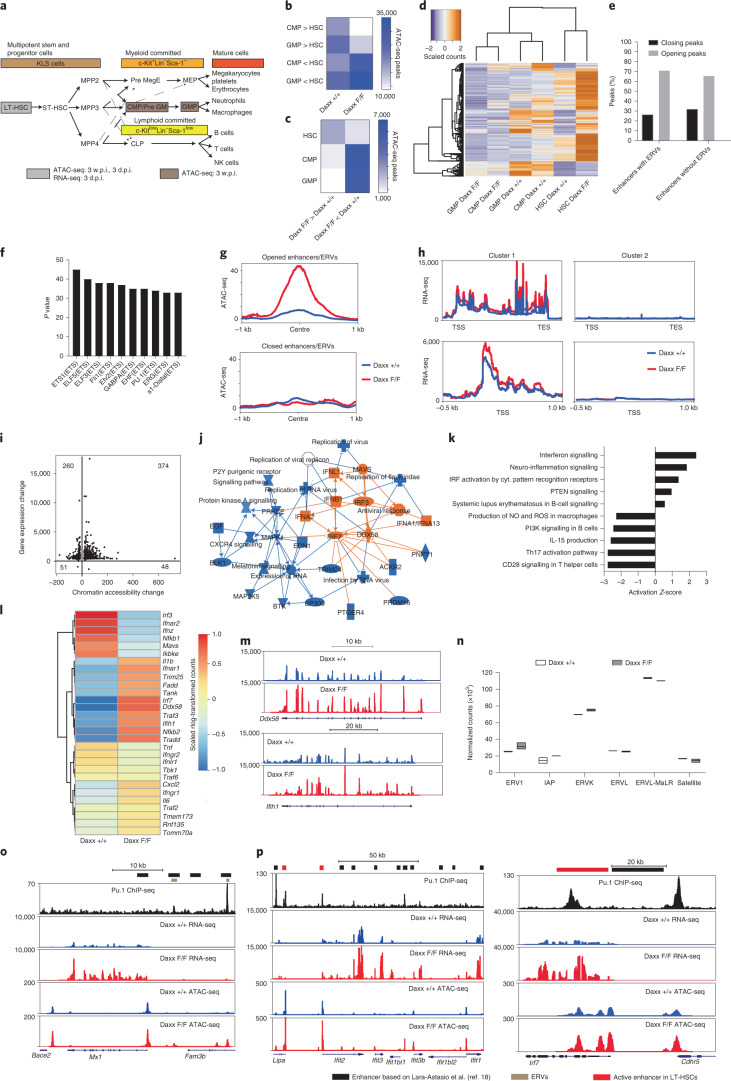
Daxx loss alters the chromatin landscape and transcription in LT-HSCs. **a**, Overview scheme of haematopoiesis. ST-HSC, short-term haematopoietic stem cells; MegE, megakaryocyte-erythrocyte; MEP, megakaryocyte-erythrocyte progenitor; GM, granulocyte-monocyte. **b**, Heatmap of the number of distal peaks that were open or closed in CMPs (open, 8,753 in Daxx-KO and 18,194 in Daxx-WT cells; closed, 28,724 in Daxx-KO and 18,465 in Daxx-WT cells) and GMPs (open, 12,713 in Daxx-KO and 22,833 in Daxx-WT cells; closed, 33,374 in Daxx-KO and 23,703 in Daxx-WT cells) compared with HSCs. **c**, Heatmap of enhancer-overlapping distal peaks that were open or closed in Daxx-KO compared with WT cells. **b**,**c**, >, open peaks; and <, closed peaks. **d**, Heatmap showing scaled read counts within the enhancer-overlapping distal peaks that were open in Daxx-KO LT-HSCs compared with WT cells. **e**, Total number of peaks of LT-HSCs that closed or opened in known enhancers following Daxx KO. **f**, Top-ten transcription factor motifs enriched in ERV-overlapping enhancer peaks open in Daxx-KO LT-HSCs. **g**, ATAC-seq coverage around the centre of enhancers overlapping ERVs. **h**, RNA-seq coverage across gene bodies (left) and around the TSS (right) of genes closest to opened enhancers overlapping ERVs. TES, transcription end site. **i**, Change in accessibility at enhancers overlapping ERVs versus changes in gene expression of the closest gene. Numbers show the total number of enhancer-gene pairs per quadrant. **j**, Summary plot of IPA analysis for the RNA-seq of LT-HSCs. Predicted activation of protein or biofunction is indicated in orange and predicted inhibition of the displayed protein or biofunction in blue. **k**, Top-five activated and repressed IPA canonical pathways. Data are the activation *Z*-scores from IPA Fisher’s exact tests with multiple testing-adjusted *P* *<* 0.05. Activation *Z*-score > 2, increased activation; activation *Z*-score < −2, increased inhibition. cyt., cytoplasmic. **l**, Heatmap showing expression of interferon-responsive genes and dsRNA-recognition machinery in LT-HSCs. **m**, Genome browser tracks of the *Ddx58* (top) and *Ifih1* (bottom) genes. Transcript structure and position are shown below. **n**, Counts per million of repeat-element families in the LT-HSC RNA-seq data. Boxplots show the minimum and maximum values (box boundaries) and the mean (horizontal line). **o**, Genome browser track of the *Mx1* gene regulatory region. Transcripts within the region are shown below. **p**, Genome browser tracks of the *Irf7* (right) and *Ifit* (left) gene clusters. Transcripts within the clusters are shown below. HSC/LT-HSC, long-term haematopoietic stem cells. **a**–**f**, *n* = 2 independent biological samples analysed at 3 w.p.i. **g**–**p**, *n* = 2 (*Daxx*^+/+^ and *Daxx*^+/F^) and 3 (Daxx KO) independent biological samples collected at 3 d.p.i. Daxx F/F, Daxx KO and Daxx +/+, Daxx WT. Numerical source data are provided. Source data

By overlapping accessible regions with known haematopoietic enhancers, we found more enhancers opening in KO LT-HSCs (2,509) compared with CMPs and GMPs (1,040 and 716, respectively; Fig. 1c). Based on unsupervised clustering (Fig. 1d), one set of enhancers showed increased read counts in KO LT-HSCs compared with WT LT-HSCs but reduced counts in CMPs and GMPs. Another set displayed similar counts in WT CMPs and GMPs as well as KO LT-HSCs, suggesting that chromatin features of Daxx-KO LT-HSCs may resemble myeloid-committed progenitors. The KO LT-HSCs displayed increased general opening of enhancers, including those overlapping with ERVs, in accordance with a Daxx-repressive role (Fig. 1e). ERV-overlapping enhancers were enriched in transcription factor motifs for the master regulators of haematopoiesis Pu.1 and Ets1 (Fig. 1f). Neighbouring genes displayed enrichment in immune-cell function and pathways associated with myeloid-committed progenitors (Extended Data Fig. 1d,e).

More acute effects of Daxx loss were assessed by collecting mice at 3 d post induction (d.p.i.). Like at 3 w.p.i., most changes occurred at distal regions. However, more sites displayed decreased (8,421) than increased accessibility (3,247). Despite a similar number of known haematopoietic enhancers being opened or closed (1,020 versus 1,022), more enhancers overlapping with ERVs opened (818 versus 617), with more pronounced differences at opened ERV-overlapping enhancers (Fig. 1g). RNA sequencing (RNA-seq; Extended Data Fig. 1f and Supplementary Table 1) showed increased expression of genes close to opened enhancers and ERV-overlapping enhancers (Fig. 1h,i). However, genes proximal to enhancers with reduced accessibility also showed increased expression, an effect potentially due to enhancer occupancy by transcription factors (Fig. 1i).

Ingenuity pathway analysis (IPA) and Gene Ontology suggested engagement of the double-stranded RNA (dsRNA)-recognition machinery and activation of interferon (IFN)-stimulated genes (ISGs; Fig. 1j–m and Supplementary Table 2). Key components of these pathways were indeed upregulated (for example, *Irf3*, *Irf7*, *Mavs* and *Ddx58*; Fig. 1l,m) along with selected ERV subtypes, including the Daxx targets ERV1 and IAPs, but not non-ERV RTEs (Fig. 1n and Extended Data Fig. 1g). Enriched cell cycle-related pathways, along with upregulation of the proliferation marker *Mki67* and downregulation of the quiescence gene *Egr1*, pointed at increased cell-cycle entry (Extended Data Fig. 1h and Supplementary Tables 1,2). Notably, upregulated genes such as *Mx1*, the *Ifit* cluster, *Irf7* and *Mki67* showed increased accessibility at ERV-overlapping enhancers and at Pu.1-binding sites (based on ^19^; Fig. 1o,p and Extended Data Fig. 1h), suggesting a role for Pu.1 in their regulation. *Spi1* (coding for Pu.1) regulatory elements showed increased opening but its expression was unaltered (Extended Data Fig. 1h).

In agreement with the reported role for Atrx in the regulation of the telomeric repeat-containing RNA (TERRA)^10,20–23^, TERRA-binding sites (TERRA-BS)^24^ were more open across all chromosomes in Daxx-KO LT-HSCs, including those at *Mid1* and *Erdr1*, a potential HSC regulator and repressor of inflammatory skin disease^25–27^ (Extended Data Fig. 1i,j). Chromatin opening correlated with their downregulation, as was also observed at the autosomal *Wls* locus (Extended Data Fig. 1j). TERRA knockdown also reduced expression of these loci, whereas Atrx loss increased their expression^23^, suggesting that Daxx and Atrx may antagonize each other for TERRA regulation.

Overall, our data suggest that Daxx loss in LT-HSCs alters the chromatin landscape at ERV-overlapping enhancers and TERRA-BS, with potential implications for induction of an IFN type I response and cell-cycle entry.

## Daxx loss skews haematopoiesis towards myeloid differentiation

We next investigated the effect of Daxx loss on haematopoiesis. The overall cell numbers in the KO bone marrow (BM) were significantly reduced at 3 d.p.i. (Fig. 2a), whereas the frequencies and numbers of LT-HSCs, c-Kit^+^Lineage (Lin)^–^Sca-1^+^ (KLS) cells and myeloid-restricted multipotent progenitor (MPP) 3 cells (Fig. 2b) were increased. Both GMPs and lymphoid-biased MPP4 cells showed increased frequencies. The neutrophil frequency in the BM was augmented, whereas the frequency and number of B220^+^ cells were reduced (Fig. 2c). The B-cell defect encompassed pro-B, pre-B, and immature and mature B cells (Fig. 2d). The neutrophil frequency and number in the spleen were increased, whereas the monocyte number was reduced. B cells were unaffected and remained viable (Fig. 2e,f). At 2 w.p.i., the frequency and number of neutrophils were higher, whereas those of B cells were lower (Fig. 2g). Thus, Daxx loss causes early expansion of stem and progenitor cells, followed by increased BM and peripheral accumulation of neutrophils at the expense of B cells.

**Fig. 2:**
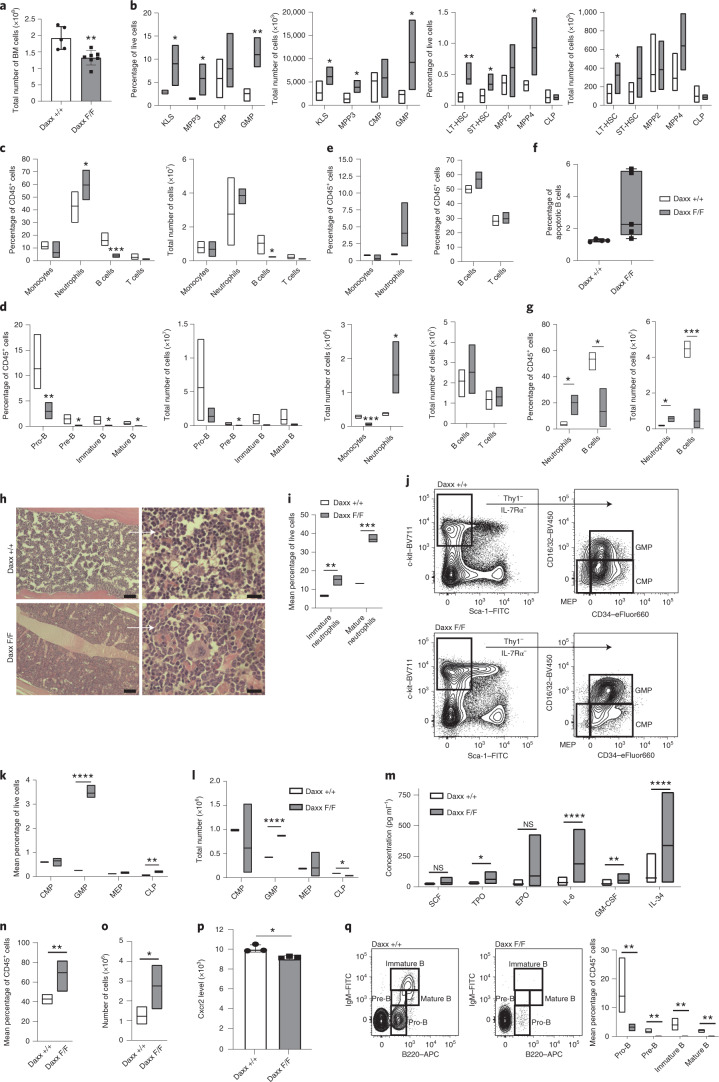
Acute and chronic Daxx loss lead to perturbations of haematopoiesis. **a**, Total number of cells (*n* = 5 WT and 7 Daxx-KO mice). **b**, Frequency and total cell number of stem, multipotent and progenitor populations (*n* = 4 WT and 5 Daxx-KO mice). **c**, Frequency and total cell number of mature lymphoid and myeloid cells(*n* = 6 WT and 7 Daxx-KO mice). **d**, Frequency and total cell numbers of B cell-progenitor populations (*n* = 4 WT and 5 Daxx-KO mice). **e**, Frequency and total counts of mature lymphoid and myeloid cells (*n* = 4 mice per genotype). **f**, Frequencies of apoptotic B cells (*n* = 4 WT and 5 Daxx-KO mice). **g**, Frequency and total cell numbers of B cells and neutrophils at 2 w.p.i. (*n* = 3 mice per genotype). **h**, Representative images of haematoxilin and eosin (H&E) staining of bones (*n* = 2 independent experiments). Scale bars, 100 µm (left) and 20 µm (right; higher-magnification images). **i**, Frequencies of immature and mature neutrophils (Gr1^+^CD11b^+^ cells; *n* = 3 mice per genotype). **j**, Examples of the flow cytometry analysis of myeloid progenitor cells. **k**,**l**, Frequency (**k**) and total count (**l**) of haematopoietic progenitors (*n* = 3 mice per genotype). **m**, Concentration of different cytokines in plasma (*n* = 6 mice per genotype; analysis of variance and corresponding non-parametric Conover’s test). TPO, thrombopoietin. **n**, Frequencies of neutrophils (*n* = 6 mice per genotype; non-parametric Mann–Whitney test). **o**, Number of neutrophils (*n* = 5 mice per genotype; non-parametric Mann–Whitney test). **p**, Cxcr2 levels measured in mature neutrophils (*n* = 3 mice per genotype). MFU, mean fluorescent units. **q**, Examples of flow cytometry analysis of B cell progenitors and frequencies of B cells and progenitors (right; *n* = 6 mice per genotype; non-parametric Mann–Whitney test). **a**–**g**, *RosaCreERT2* mice. **h**–**q**, *Mx1Cre* mice. **a**–**d**,**i**–**l**,**n**–**q**, BM. **e**–**g**, Spleen. **a**–**g**,**i**,**k**,**l**,**p**, Student’s *t*-test. **b**–**g**,**i**,**k**–**o**, Boxplots show the minimum and maximum values (box boundaries) and the mean (horizontal line). **a**,**p**, Data are the mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 and NS, not significant. Daxx F/F, Daxx KO and Daxx +/+, Daxx WT. Exact *P* values and numerical source data are provided. Source data

To study the long-term effects of Daxx loss on haematopoiesis, we employed haematopoiesis-specific Cre lines. Daxx deletion during prenatal haematopoiesis using the *Csf1rCre* line failed to produce viable Daxx-KO pups (not shown), similar to a germline Daxx-KO line^28^. Haematopoiesis-specific and polyinosinic:polycytidylic acid (pI:pC)-inducible Daxx deletion in adult mice (using the *Mx1Cre* line^29^; Extended Data Fig. 2a–d) resulted in an increase in mature and immature neutrophils in the BM (Fig. 2h,i). Daxx-deficient mice displayed a trend towards lower BM cell counts but the number of white blood cells was higher in males after red-blood-cell (RBC) lysis (Extended Data Fig. 2e,f). These changes correlated with a higher frequency of Ki67^+^ cells in the BM as well as in HSPCs (Extended Data Fig. 2g). Similar to the *RosaCre*^ERT2^ model, the GMP frequency and number were increased (Fig. 2j,k). Although the frequency of common lymphoid progenitors (CLPs) was augmented, their total number was reduced (Fig. 2k,l); similar observations were made for LT-HSCs, and KLS, MPP3 and MPP4 cells (Extended Data Fig. 2h,i). Cytokines promoting myeloid differentiation, such as granulocyte-macrophage colony-stimulating factor (GM-CSF), interleukin (IL)-6, thrombopoietin and IL-34, were increased in plasma (Fig. 2m), correlating with higher frequencies of CD11b^+^, Gr-1^hi^ and Ly6G^hi^ myeloid cells (Extended Data Fig. 3a). While Ly6C^hi^ inflammatory monocytes were nearly absent (Extended Data Fig. 3a), neutrophils displayed increased number and frequency as well as diminished expression of the maturation marker Cxcr2 (Fig. 2n–p). The B-lymphocyte frequencies were reduced, with a marked drop from the pre pro-B cell stage onward (Extended Data Fig. 3b,c and Fig. 2q). The levels of Daxx protein were reduced in B cells with Daxx KO (Extended Data Fig. 3d), suggesting that a small number of recombined B cells are produced. Finally, the paler appearance of the bones of the Daxx-KO animals correlated with reduced levels of RBCs and erythroblast subpopulations, suggesting an impairment in BM erythropoiesis (Extended Data Fig. 3e,f).

Overall, Daxx loss markedly caused perturbations of haematopoietic differentiation compatible with a myeloid bias towards neutrophil production.

## Daxx-KO mice develop neutrophilia and inflammation

Myeloid markers were increased in the peripheral blood (PB) of Daxx-KO mice, whereas the B-cell frequency decreased (Extended Data Fig. 4a). The levels of Cxcr2 were reduced in PB neutrophils, indicating a more immature status also outside of the BM (Extended Data Fig. 4b). A trend towards a reduction in the white-blood-cell count was observed (Extended Data Fig. 4c). Compared with controls, Daxx loss (Extended Data Fig. 4d–f) led to marked reduction in white pulp (Fig. 3a). The total number of spleen cells was unchanged, despite an increased frequency of myeloid cells (Fig. 3b,c). The CD41^+^ megakaryocyte frequency was higher (Extended Data Fig. 4a), although the number of platelets in the PB was only marginally increased (Extended Data Fig. 4c). Correlating with the reduction in white pulp, B cells were significantly reduced (Fig. 3c,g); the decrease affected follicular but not marginal B cells and to a minor degree plasma cells (Fig. 3c,h). Spleen macrophages (Ly6C^lo/−^Gr-1^lo/−^) were reduced, whereas monocytes were shifted towards a Ly6C^intm^Gr-1^hi^ population (Fig. 3d and Extended Data Fig. 4g). We observed an increase in the neutrophil number and frequency, a higher eosinophil frequency, decreased Cxcr2 levels (Fig. 3e,f) and a trend towards an increased Ki67^+^ cell frequency (Extended Data Fig. 4h). Expansion of CD11b^+^ cells was observed but the F4/80^+^ monocytes/macrophages were unaltered (Fig. 3i–k). In contrast to BM, erythroblast subpopulations were increased (Extended Data Fig. 4i), suggesting induction of extramedullary erythropoiesis, in accordance with normal RBC counts in the PB.

**Fig. 3:**
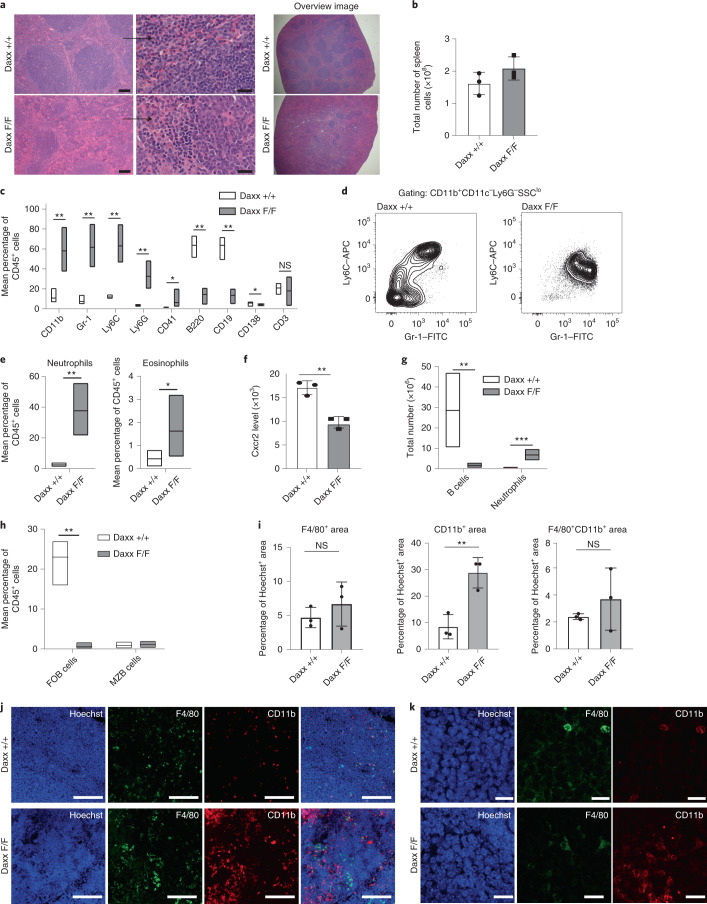
Daxx-deficient spleens display marked structural changes linked to an increase of neutrophils and reduction of B cells. **a**, Representative images of H&E-stained spleen sections (*n* = 3 independent experiments). Scale bars, 100 µm (left) and 20 µm (middle; higher-magnification images). Overview images of the section are shown (right). **b**, Total number of spleen cells (*n* = 3 mice per genotype). **c**, Flow cytometry analysis of cell surface markers (*n* = 6 mice per genotype). **d**, Flow cytometry plots showing macrophage- and monocyte-like populations. **e**, Frequencies of neutrophils (left) and eosinophils (right; *n* = 5 mice per genotype). **f**, Cxcr2 levels in mature neutrophils of the spleen (*n* = 3 mice per genotype). MFU, mean fluorescent units. **g**, Total B-cell and neutrophil counts in the spleen (*n* = 5 mice per genotype). **h**, Frequencies of follicular and marginal-zone B cells (FOB and MZB, respectively; *n* = 6 mice per genotype). **i**, Levels of F4/80 (left), CD11b (middle) and combined F4/80 and CD11b (right) fluorescence (*n* = 3 mice per genotype). **j**, Immunofluorescence images of spleen sections (*n* = 3 mice per genotype). Scale bars, 100 µm. **k**, Magnified views of the images in **j**. Scale bars, 15 µm. **c**,**e**,**g**,**h**, Boxplots show the minimum and maximum values (box boundaries) and the mean (horizontal line). **b**,**f**,**i**, Data are the mean ± s.d. *P < 0.05, **P < 0.01 and NS, not significant; Student’s *t*-test (**b**,**f**,**g**,**i**) or non-parametric Wilcoxon rank test (**c**,**e**,**h**). Daxx F/F, Daxx KO and Daxx +/+, Daxx WT. Exact *P* values and numerical source data are provided. Source data

In agreement with reports linking neutrophilia and inflammation^30–33^, we observed elevated levels of several key cytokines involved in myelopoiesis and inflammation (Fig. 4a), such as GM-CSF^34^ and IL-17A, the latter of which is linked to skin diseases^35,36^. Interestingly, approximately 15% of the *Daxx*^F/F^;*Mx1Cre*^+/−^ mice developed skin lesions along with splenomegaly (Fig. 4b–e). These lesions resembled human pyoderma gangrenosum, a cutaneous neutrophilic autoinflammatory disease of unknown aetiology (Fig. 4e)^37^ partly associated with myeloproliferative diseases. Similar to human pyoderma gangrenosum, the mouse lesions were characterized by thicker skin and sterile inflammation (Fig. 4e), with infiltration of neutrophils and neutrophil extracellular traps (Fig. 4f,g). The rather long latency of skin lesions correlated with a progressive increase in neutrophilia over time (Fig. 4h).

**Fig. 4:**
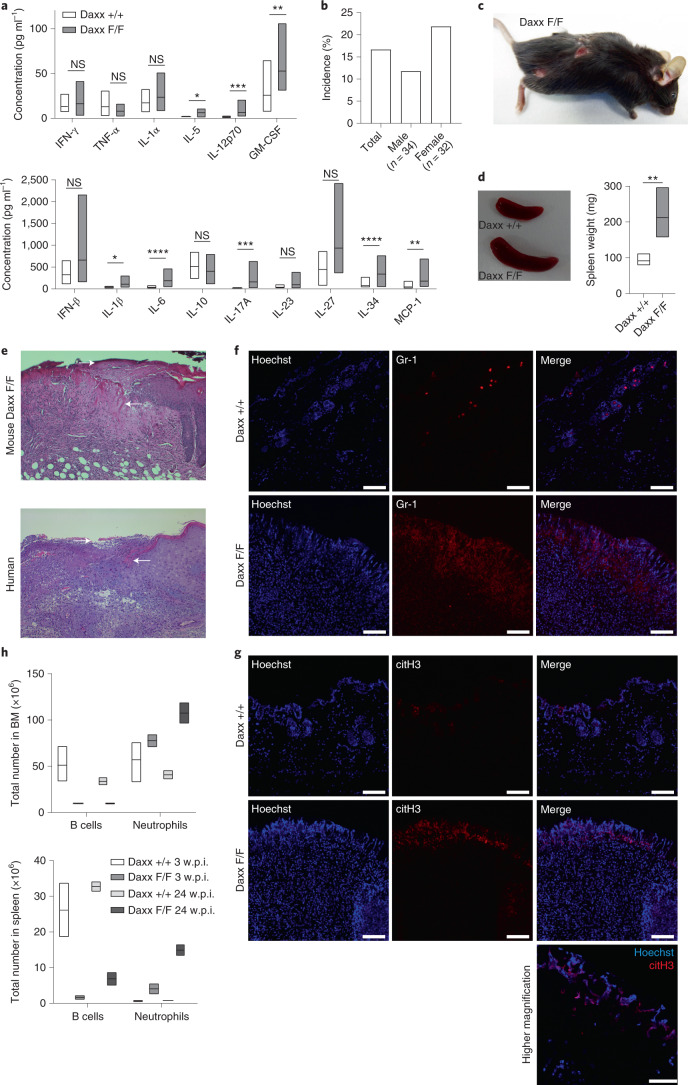
Chronic Daxx loss leads to increased inflammatory cytokines and pyoderma gangrenosum, an autoinflammatory neutrophilic disease. **a**, Concentrations of cytokines in plasma (*n* = 6 mice per genotype). **b**, Incidence of skin lesions in the mice in the total group and stratified by sex. Data are the mean. **c**, *Daxx*^F/F^;*Mx1Cre*^+/−^ mouse with skin lesions. **d**, Representative image of the spleens of control and Daxx-KO mice with skin lesions (left), and the spleen weight of mice with skin lesions (right; *n* = 6 mice per genotype). **e**, Skin lesion of a *Daxx*^F/F^;*Mx1Cre*^+/−^ mouse (top; *n* = 3 biological replicates) compared with a human skin biopsy of a patient with pyoderma gangrenosum (bottom). Representative images of H&E-stained sections; the arrows indicate the site of the ulcer and fibrin layer. **f**, Immunofluorescence staining of Gr-1^+^ cells in sections of skin lesions (*n* = 2 independent experiments). Scale bars, 100 µm. **g**, Immunofluorescence staining of sections of skin lesions with citH3 (*n* = 2 independent experiments). The higher-magnification image (bottom) shows NETosis in a *Daxx*^F/F^;*Mx1Cre*^+/−^ skin lesion. Scale bars, 100 µm and 20 µm (higher-magnification image). **h**, Number of B cells and neutrophils in the BM (top) and spleen (bottom) at 3 and 24 w.p.i. (*n* = 2 mice per genotype, except for WT at 3 w.p.i., where *n* = 4 mice). **a**,**h**, Boxplots show the minimum and maximum values (box boundaries) and the mean (horizontal line). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 and NS, not significant; non-parametric Wilcoxon rank test. Daxx F/F, Daxx KO and Daxx +/+, Daxx WT. Exact *P* values and numerical source data are provided. Source data

These findings suggest that progressive neutrophilia leads to systemic inflammation in Daxx-deficient mice.

## Limited role of Hira in adult haematopoiesis

We next assessed the contribution of Histone cell-cycle regulator (Hira), which deposits H3.3 at euchromatin and facultative heterochromatin^38^. In pI:pC-treated *Hira*^F/F^;*Mx1Cre*^+/−^ mice (Extended Data Fig. 5a–c), no changes in erythroid marker frequencies or bone appearance were observed (Extended Data Fig. 5d,e). The frequencies of myeloid and lymphoid markers in the BM were significantly affected but markedly less than that observed in the Daxx-KO mice (Extended Data Fig. 5f,g). Although the frequency of neutrophils was significantly increased in the BM of the Hira-KO mice, it was unaffected in the spleen (Extended Data Fig. 5h,i). Unlike Daxx-deficient mice, the spleens of the Hira-KO mice were not enlarged (Extended Data Fig. 5j) and showed no or only minor changes in the myeloid, erythroid and lymphoid marker frequencies as well as organ structure (Extended Data Fig. 5k–m). No skin lesions were observed after extended monitoring. The marginal effects of Hira loss on haematopoiesis may be due to its lesser role and/or compensatory effects by Daxx given that the Daxx levels were higher in Hira-deficient cells (Extended Data Fig. 5c). The stronger phenotype described in a previous report based on Hira prenatal deletion^39^ could be caused by a more prominent Hira role during embryonic haematopoiesis.

## Haematopoietic defects of Daxx deficiency are cell-intrinsic

To determine the nature of the phenotypic changes described earlier, we performed colony-forming unit (CFU) assays using either Lin^−^ progenitors (HPCs) or LT-HSCs from untreated *Daxx*^F/F^;*Mx1Cre*^+/−^ and *Daxx*^+/+^;*Mx1Cre*^+/−^ mice, which underwent spontaneous recombination in vitro, probably due to activation of IFN signalling (not shown). An increase in colonies was observed following Daxx loss in HPCs (Extended Data Fig. 6a) at passage 0 (P0). Conversely, at P1 Daxx-deficient cells gave rise to fewer colonies, suggesting that their colony-forming potential was reduced. The CFU assays with LT-HSCs showed a similar phenotype following Daxx loss (Extended Data Fig. 6b,c), with an increased number of KLS cells at P0 and reduction at P1 (Extended Data Fig. 6d). Similar changes were observed in the number of CD11b^+^ cells and neutrophils (Extended Data Fig. 6e).

Finally, transplantation of BM cells isolated from pI:pC-treated mice into congenic recipients (Extended Data Fig. 6f) suggested a reduced reconstitution capacity of Daxx-KO stem/progenitor cells, resulting in a low frequency of CD45.2^+^ cells in the periphery (Extended Data Fig. 6g). Despite similar white-blood-cell counts (Extended Data Fig. 6h), KO transplants displayed altered frequencies of myeloid and B cells in the BM, PB and spleen, and of KLS cells and GMPs in the BM, as observed in the donor mice (Extended Data Fig. 6i–l).

Overall, these data suggest that the aberrant blood-cell composition observed following Daxx loss is due to a cell-intrinsic defect.

## Pu.1-driven myeloid signature following Daxx loss

We performed transcriptome analyses of KLS and GMP subpopulations isolated from BM chimaeras (see the ‘Haematopoietic defects of Daxx deficiency are cell-intrinsic’ section; stress haematopoiesis) as well as from pI:pC-treated mice collected at 3 and 24 w.p.i. (Fig. 5a and Supplementary Tables 3–8; steady-state haematopoiesis). A PCA analysis revealed clustering according to genotype (Fig. 5a and Extended Data Fig. 7a) and that differences increased with time and following stress. When plotting the samples along pseudotime, Daxx-KO KLS cells followed a different trajectory, whereas KO GMPs did not (Fig. 5b and Extended Data Fig. 7b,c). Unsupervised clustering of selected master regulators and haematopoiesis markers revealed clustering according to genotype and condition as well as increased expression with time of myeloid-associated genes such as *Mpo*, *Elane*, *Spi1* and *Cebpa*. This was accompanied by a reduction in the expression levels of lymphoid genes (*Flt3*, *Ebf1*, *Irf4*, *Pax5* and *Gfi1b*) in the KO KLS cells (Fig. 5c) but not in GMPs (Extended Data Fig. 7d). Accordingly, by comparing cells at 3 and 24 w.p.i. we found that Daxx-KO KLS cells switch from pathways compatible with increased lymphopoiesis to increased myelopoiesis and reduced B-cell generation (Fig. 5d,e and Extended Data Fig. 7e,f). This effect was even more pronounced in transplantation settings (Fig. 5f and Extended Data Fig. 7g). Furthermore, an increasing number of Pu.1-target genes driving myeloid fate were upregulated over time and following stress, accompanied by reduced expression of lymphoid Pu.1-target genes (Fig. 5g–i). These data are in accordance with neutrophilia becoming more pronounced with time (Fig. 4h), which was also confirmed by pathway analysis for Daxx-KO GMP cells (Extended Data Fig. 7h).

**Fig. 5:**
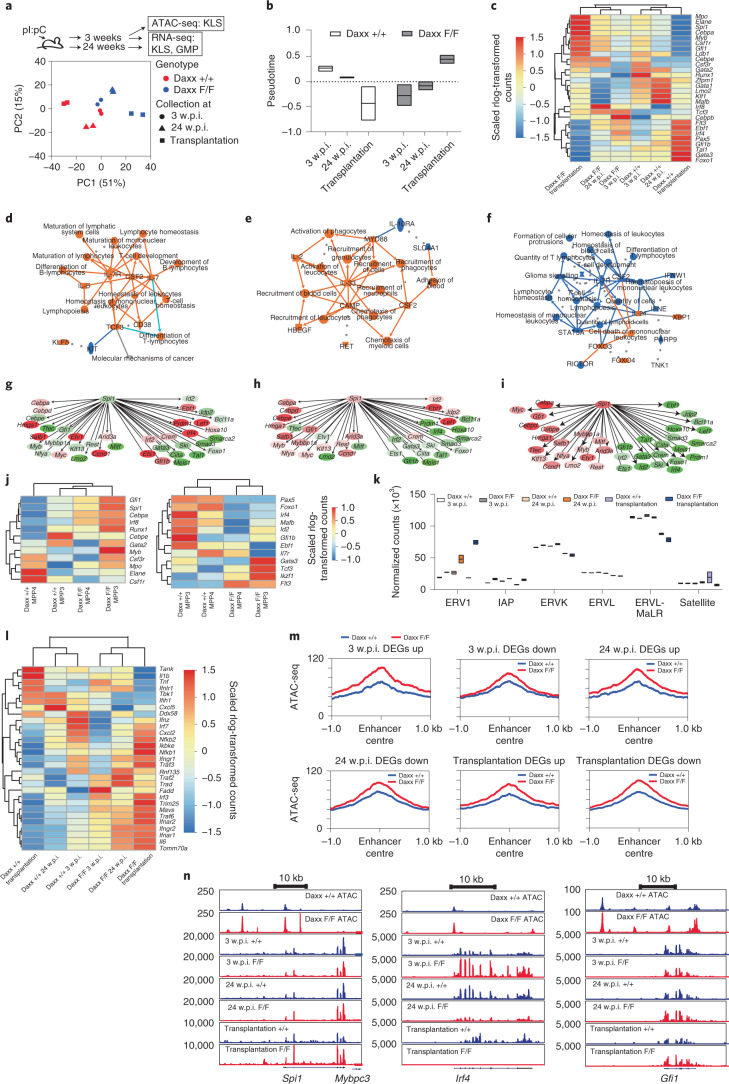
Daxx loss affects the transcriptome of haematopoietic progenitors in the context of both steady-state and stress haematopoiesis. RNA-seq analysis of *Daxx*^+/+^;*Mx1Cre*^+/−^ and *Daxx*^F/F^;*Mx1Cre*^+/−^ KLS cells isolated at 3 and 24 w.p.i. or from transplanted animals. **a**, Experimental scheme for cells isolated from pI:pC-treated mice (top) and PCA of the top-500 most variable genes (bottom). **b**, Mean pseudotime for each sample group (*n* = 2 mice per genotype). **c**, Heatmap showing scaled expression of selected transcription factors and regulators involved in blood-cell differentiation (*n* = 2 mice per genotype). **d**, Summary plot of IPA analysis of DEGs at 3 w.p.i. **e**, Summary plot of IPA analysis of DEGs at 24 w.p.i. **f**, Summary plot of IPA analysis of DEGs in KLS cells from transplanted animals. **d**–**f**, Predicted activation of protein or biofunction is indicated in orange and predicted inhibition of the displayed protein or biofunction in dark and light blue, respectively. Grey dotted lines are machine learning-based inferred connections. **g**, Expression changes, at 3 w.p.i., of the transcription factor genes regulated by Pu.1. **h**, Expression changes, at 24 w.p.i., of transcription factor genes regulated by Pu.1. **i**, Expression changes of the transcription factor genes regulated by Pu.1 in KLS cells isolated from transplanted mice. **g**–**i**, Upregulated genes are shown in red and downregulated genes in green. A stronger colour intensity indicates higher absolute log_2_-transformed fold changes. **j**, Heatmaps showing myeloid- or lymphoid-driving transcription factors for MPP3 and MPP4 cells. **k**, Normalized read counts of ERV/RTE subtypes and satellite repeats (*n* = 2 mice per genotype). **l**, Heatmap showing expression of interferon-responsive genes and dsRNA-recognition machinery. **m**, ATAC-seq read coverage at enhancers overlapping ERVs close to genes that are up- or downregulated in KLS cells collected at 3 and 24 w.p.i. or from transplanted animals. **n**, Genome browser tracks of the regulatory regions of *Spi1*, *Irf4* and *Gfi1* showing ATAC-seq and RNA-seq coverage. Transcripts of genes of the depicted region are shown below. **b**,**k**, Boxplots show the minimum and maximum values (box boundaries) and the mean (horizontal line). Daxx F/F, Daxx KO and Daxx +/+, Daxx WT. Numerical source data provided. Source data

Transcriptomics of lymphoid- and myeloid-primed multipotent progenitors (MPP4 and MPP3, respectively) combined with unsupervised clustering of myeloid marker gene and transcription factor expression showed that Daxx-KO MPP4 cells cluster together with WT MPP3 (Fig. 5j, top). A similar analysis based on lymphoid genes showed Daxx-KO MPP4 clustering with MPP3 cells, suggesting that Daxx-KO lymphoid-biased MPP4 have shifted towards a more myeloid-biased gene expression (Fig. 5j, bottom).

Deregulation of ERVs/RTEs in Daxx-KO KLS cells and GMPs became more pronounced with time and following stress, especially that of ERV1 and IAPs (Fig. 5k and Extended Data Fig. 7i). These changes correlated with induction of ISGs and RNA-sensing factors in both Daxx-KO KLS and GMPs, mostly at 24 w.p.i., and in transplanted cells (Fig. 5l and Extended Data Fig. 7j). Spleen staining showed increased levels of the retinoic acid-inducible gene I-pathway (RIG-I) component melanoma differentiation-associated gene 5 (Mda5) and double-stranded RNA (dsRNA; Extended Data Fig. 8a). Furthermore, TERRA long-noncoding RNA (lncRNA) was upregulated in Daxx-KO BM cells (Extended Data Fig. 8b) and there was significant overlap between differentially expressed genes (DEGs) from TERRA knockdown in embryonic stem cells^23^ with DEGs in Daxx-KO versus WT GMP datasets (Extended Data Fig. 8c).

Finally, ERV-overlapping enhancers in proximity of both up- and downregulated genes were more accessible in Daxx-KO KLS cells at 3 w.p.i. (Fig. 5m,n). For instance, *Spi1* and *Gfi1* (which together drive neutrophilic differentiation^40^) displayed increased enhancer accessibility at 3 w.p.i. but were upregulated only in transplantation settings. In contrast, *Irf4* expression (which cooperates with Pu.1 for B-cell differentiation^41^) was higher at 3 w.p.i. but lower at 24 w.p.i. and in transplantation settings.

## Daxx loss alters H3.3, Pu.1 and histone-mark distribution

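CUT&Tag uses an antibody to tether the Tn5 transposase to chromatin that carries a protein or a histone mark, so that the DNA around it is cut, tagged with adaptors and sequenced. HSPCs, sorted with magnetic beads as lineage-negative, c-Kit-positive bone-marrow cells, were profiled at 3 w.p.i. with antibodies to H3.3, Pu.1, H3K27ac and H3K9me3. There were 2 Daxx-KO and 2 WT libraries for each of the 4 antibodies. The labels give the same Daxx-KO mice for H3.3 and Pu.1 and other Daxx-KO mice for H3K27ac and H3K9me3. WT replicate 2 was 1 mouse for all 4 antibodies. WT replicate 1 of H3.3 and Pu.1 is labelled only as wild type, so its mouse is not known. The authors compared the genotypes on mm10 with diffReps 1.55.6, which counts reads in 600-bp windows moved by 50 bp, applies a negative binomial test with a window cutoff of 0.0001 and merges neighbouring windows into sites. Their tables list only the sites called in this way, so a region without a listed site has no value. Each site carries a normalized count for every library, which is its number of reads divided by a constant for that library. The total number of reads per library is not given, but the table headers give the mean number of reads per window. For H3.3 this was 9.43 and 11.27 in the Daxx-KO libraries and 22.88 and 3.06 in the WT libraries. For Pu.1 it was 11.35 and 11.99 in Daxx-KO and 33.78 and 2.75 in WT. The mean was lower for H3K27ac, with 1.33 and 2.26 in Daxx-KO and 2.07 and 1.48 in WT, and for H3K9me3, with 1.58 and 1.21 in Daxx-KO and 1.75 and 3.0 in WT.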

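Sites with an adjusted p under 0.05 in the authors' test were taken as changed. They were called gained where the Daxx-KO average was the higher one and lost where it was the lower one. The main text of the paper names no threshold. It refers to Supplementary Note 1 for the bioinformatics, which was not available here and may state one. A site within 1 kb of an annotated TSS (GENCODE M21, a later release than the paper's) was called a promoter site and every other site a distal site. The enhancer and ERV lists of the paper were not used here, and distal sites stand in for enhancers. The tables hold only sites that had already passed a test, so no test across sites was made. At a single site, an exact permutation test of 2 libraries against 2 cannot give a p below 0.333. Shares of sites are given with Wilson 95% intervals, which cover counting error only, as PCR reads are not independent molecules and sites are not replicates. The labels of the H3K27ac libraries were checked at Daxx (ENSMUSG00000002307.16), which lies on chromosome 17 of mm10 from 33909414 to 33915590 and has exons 2 to 7 floxed. Over exons 2 and 3, from 33909601 to 33911450, H3K27ac was at 24.2 and 13.6 normalized counts in the Daxx-KO libraries and at 65.6 and 105 in the WT libraries. Over exon 8, from 33915201 to 33915850, it was at 33.9 and 56.1 in Daxx-KO and at 2.15 and 15.5 in WT. No H3.3, Pu.1 or H3K9me3 site was listed over the floxed exons, so the labels of those libraries could not be checked there.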

We next performed low-input chromatin immunoprecipitation combined with sequencing using Cleavage Under Targets and Tagmentation (CUT&Tag) for H3.3, Pu.1, H3 lysine 27 acetylation (H3K27ac) and H3K9 trimethylation (H3K9me3) on WT and Daxx-KO HSPCs at 3 w.p.i. Daxx loss led to significant changes in H3.3 distribution and Pu.1 binding (Fig. 6a). 

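At an adjusted p under 0.05, the authors' deposited table for H3.3 holds 81990 sites gained and 58525 sites lost in Daxx-KO HSPCs. For Pu.1, the authors' deposited table holds 85940 gained and 69811 lost sites. The Pu.1 motif GAGGAAGT was 1.53 times as frequent as scrambled words of the same bases at autosomal sites changed for Pu.1 alone. It was 1.48 times as frequent at sites changed for H3.3 alone, 1.77 times at changed H3K27ac sites and 1.42 times in all autosomal sequence. The changed Pu.1 sites, here and below, are thus not shown by the motif to be bound by Pu.1 itself. Both Daxx-KO libraries lay above both WT libraries at 99.1% of the gained H3.3 sites and below them at 97.9% of the lost ones. The corresponding shares for Pu.1 were 98.9% and 97.7%. Chance alone gives 33.3% for 2 libraries against 2, and the sites had been selected for such a difference. Of the alternatives tried, joining H3.3 sites of one direction within 1 kb moved the number of gains most, to 73589. With WT replicate 2 left out, which had the fewest reads per window of these libraries, 57532 of the H3.3 losses and 68485 of the Pu.1 losses kept their direction, a count made without repeating the test. The autosomal H3.3 loss with the smallest adjusted p lay 340 bp from the TSS of Nexn, on chromosome 3 from 152261351 to 152262400, with 78.5 and 73.3 normalized counts in the WT libraries and a listed value of 0 in both Daxx-KO libraries. The corresponding gain lay 20403 bp from the TSS of Slc9a2, on chromosome 1 from 40701651 to 40702350, in sequence that is masked as repeat over 100% of its length. It held 38.7 and 37.6 normalized counts in Daxx-KO and was listed at 0 in both WT libraries. For Pu.1, the loss with the smallest adjusted p was 159870 bp from the TSS of Antxr2, on chromosome 5 from 97835851 to 97836600, with 65.8 and 76.7 normalized counts in WT against 0 in both Daxx-KO libraries. The corresponding gain, 30089 bp from the TSS of Tas2r139 on chromosome 6 from 42170451 to 42171600, also lay in masked sequence and held 70.9 and 73.0 normalized counts in Daxx-KO against 0 in both WT libraries.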

Reduction in both H3.3 and Pu.1 at distal regions, particularly at ERVs, was accompanied by enrichment of both proteins at promoters (Fig. 6a), suggesting that their respective chromatin associations may be linked. 

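Promoters held 16244 of the gained and 6018 of the lost H3.3 sites, which is 19.8% of the gains (95% interval 19.5 to 20.1) and 10.3% of the losses (10.0 to 10.5). Distal regions held the other 65746 gained and 52507 lost H3.3 sites. For Pu.1, promoters held 17760 gained and 6941 lost sites, or 20.7% (20.4 to 20.9) and 9.94% (9.72 to 10.2), and distal regions held 68180 gained and 62870 lost sites. Gains made up 73.0% of the changed promoter sites and 55.6% of the changed distal sites for H3.3, and 71.9% and 52.0% for Pu.1. The promoter share moved most with the width of the promoter. Within 3 kb of a TSS, it was 32.6% of the H3.3 gains and 20.9% of the H3.3 losses. As the gained sites had a median GC content of 50.7% and the lost sites of 46.8% for H3.3, promoter and distal sites on autosomes were also compared within bins of 2 percentage points of GC content, a comparison chosen after the counts had been seen. Within these bins, the share of gains at promoters exceeded that at distal sites by 1.54 percentage points for H3.3 (0.413 to 2.59 over 100 resamples of the chromosomes) and by 2.24 for Pu.1 (1.39 to 2.88). Without the bins, these differences were 17.7 and 20.3 percentage points. H3.3 and Pu.1 sites overlapped by at least 1 bp in 46614 pairs, of which 26788 were gained for both proteins and 9458 lost for both, so that 77.8% (77.4 to 78.1) changed in the same direction. Over 1000 shuffles of the directions among the sites this share was between 56.0% and 57.5%. Over 1000 shuffles within the GC bins it was between 62.8% and 64.0%. At 24 w.p.i., 50.4% of 71101 such pairs had the same direction, against 49.3% to 50.6% over shuffles. Gains were then 53.2% of the promoter and 52.5% of the distal H3.3 sites, and 45.6% and 48.4% of the Pu.1 sites. Within GC bins, the excess at promoters was then 1.39 points for H3.3 and 1.14 for Pu.1. Changes at ERVs were not analysed here. From the reduction of both proteins at distal regions and their enrichment at promoters, the paper proposes that the chromatin associations of H3.3 and Pu.1 may be linked.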

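Of the distal sites that lost H3.3 in Daxx-KO HSPCs, 8324 overlapped a Pu.1 loss and 3830 a Pu.1 gain. Leaving out sites that overlapped both a gain and a loss, here and below, gains were 30.3% (29.4 to 31.1) of these changes in Pu.1, a lower share than among all distal Pu.1 sites. With sites within 1 kb counted as overlapping, the alternative that moved this share most, it was 34.6%. At the distal sites that gained H3.3, 19322 sites overlapped a Pu.1 gain and 4486 a Pu.1 loss, and gains made up 83.0% (82.6 to 83.5). H3K27ac changed at fewer of the distal sites that lost H3.3, with 2360 overlapping an H3K27ac gain and 4057 an H3K27ac loss. The share of H3K27ac gains among them was 36.4% (35.2 to 37.6), compared with 43.3% among all distal H3K27ac sites. At the distal sites that gained H3.3 it was 35.5% (34.4 to 36.6). These shares were not computed at a group average of at least 20 normalized counts. At that limit 21854 H3K27ac sites were gained and 20844 lost. An H3K27ac gain together with a Pu.1 loss was found at 431 of the distal sites that lost H3.3, or 0.821% of them, and at 205 (0.312%) of the distal sites that gained H3.3. H3K9me3 was gained at 1245 and lost at 420 of these sites, and gains were 74.9% (72.8 to 77.0) of its changes against 79.5% among all distal H3K9me3 sites. At the distal sites that gained H3.3, H3K9me3 was gained at 875 and lost at 2662, with gains at 24.3% (22.9 to 25.7). Chromatin accessibility was not analysed here.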

H3.3-depleted enhancers were characterized by increased chromatin accessibility and H3K27ac but decreased Pu.1 levels (Fig. 6b,c). In turn, nearby genes showed increased Pu.1 binding around and downstream of the transcription start site (TSS), coinciding with increased chromatin accessibility and H3.3 enrichment (Fig. 6c). 

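Each distal site was assigned to the protein-coding gene with the nearest TSS, and 10957 of 21911 genes were in this way closest to at least 1 distal site that lost H3.3. A Pu.1 gain was found at the promoters of 4782 of these genes, or 43.6% (42.7 to 44.6), and at 42.4% (41.5 to 43.4) of the promoters of the other 10954 genes. The intervals of the 2 groups overlapped. The other genes were of different kinds, with a Pu.1 gain at 50.3% (49.0 to 51.6) of the 5845 genes for which all changed distal H3.3 sites had gained H3.3 and at 33.4% (32.2 to 34.7) of the 5109 genes near no changed distal H3.3 site. A Pu.1 loss at the promoter was more frequent near H3.3-depleted distal sites, at 22.9% of the genes against 11.2% of the others. For H3.3 itself, 41.2% (40.2 to 42.1) of the genes near these sites had a gain at the promoter and 21.2% a loss, against 38.6% (37.7 to 39.5) and 10.6% of the other genes. Both proteins were gained at the promoters of 2844 of the genes near H3.3-depleted distal sites and of 2864 of the 10954 other genes. Many of the genes near H3.3-depleted distal sites were also closest to a distal site that gained H3.3. Among the 1780 genes for which all changed distal H3.3 sites had lost H3.3, 29.0% (26.9 to 31.1) had a Pu.1 gain and 16.5% a Pu.1 loss at the promoter. Counting sites within 1 kb of each other as overlapping moved these shares most, with a Pu.1 gain at 50.1% of the genes near H3.3-depleted distal sites and at 48.5% of the others.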

Pathway analysis for genes close to distal regions with altered Pu.1 binding showed enrichment of immune-cell categories (Fig. 6d). In addition, altered Pu.1 binding at Pu.1-regulated transcription factors (Fig. 6e) corresponded to changes in their gene expression (Fig. 5g).

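Distal Pu.1 gains were assigned to 15302 protein-coding genes as the nearest gene and distal Pu.1 losses to 11740. Of these genes, 9947 were nearest to sites of both kinds, 5355 to gained sites alone and 1793 to lost sites alone, while 4816 genes had neither. No pathway analysis was run on these lists.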

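Pu.1 sites were assigned to the transcription factor genes drawn in Fig. 6e by the nearest TSS. Of the 13 genes drawn with increased Pu.1 binding alone, 12 had more gained than lost Pu.1 sites in Daxx-KO HSPCs, with 113 gained and 54 lost sites over the 13 genes. Gfi1, Gfi1b and Arid3a had gained sites only, 6, 6 and 7 in number, and Cebpa had 6 gained and 3 lost sites. The exception was Gata3, with 19 gained and 33 lost sites. Of the 11 genes drawn with decreased binding alone, 7 had more lost than gained sites, with 90 gained and 146 lost sites over the 11 genes. Among them were Mitf with 3 gained and 19 lost sites, Myc with 14 and 36, Ebf1 with 8 and 19 and Lef1 with 5 and 14. Klf13 and Jdp2 had more gained sites, 9 against 6 and 13 against 6, and Etv1 and Ciita had equal numbers of both. Lmo2 and Bcl11a, drawn with changes in both directions, had 3 gained and 7 lost sites and 17 gained and 39 lost sites. With all listed sites in place of those at an adjusted p under 0.05, 8 of the genes drawn with decreased binding had more lost sites, and no other alternative tried moved these numbers of genes. The 12 genes drawn with neither change all had changed Pu.1 sites as well, 122 gained and 158 lost. Of these 12 genes, 5 had more gained sites, 6 had more lost sites and 1 had equal numbers. Expression of the genes in Fig. 6e was not analysed here.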

**Fig. 6:**
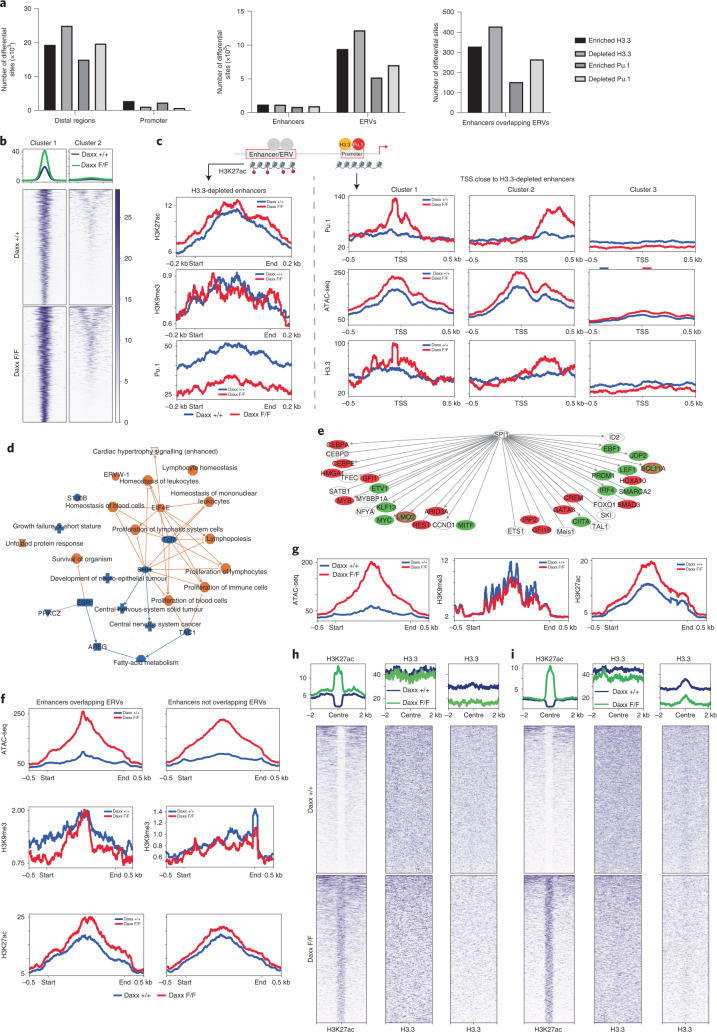
Daxx-deficient progenitors display alterations in H3.3 and Pu.1 genome-wide distribution as well as epigenetic marks. **a**, Overview of altered H3.3 distribution and Pu.1 binding in Daxx-KO HSPCs determined by CUT&Tag assays. **b**, Heatmaps of ATAC-seq read distribution around the centre of H3.3-depleted enhancers. **c**, H3K27ac, H3K9me3 and Pu.1 CUT&Tag read distribution across H3.3-depleted enhancers (left) as well as Pu.1, ATAC-seq and H3.3 coverage around the TSS of genes close to H3.3-depleted enhancers (right). Pu.1 coverage was stratified into three clusters by *k*-means and ATAC-seq read distribution was plotted for the same clusters of TSS. **d**, Summary plot of IPA analysis for genes close to distal regions with altered Pu.1 binding. Predicted activation of the protein or biofunction is indicated in orange and predicted inhibition of the displayed protein or biofunction in blue. **e**, Graphical depiction of Pu.1-binding changes at distal or proximal sites close to transcription factors regulated by Pu.1. The regions with increased Pu.1 binding are shown in red and regions with decreased Pu.1 binding in green. **f**, Enrichment plots for ATAC-seq, H3K9me3 CUT&Tag and H3K27ac CUT&Tag at enhancers overlapping and not overlapping ERVs with increased accessibility. **g**, Enrichment plots for ATAC-seq, H3K9me3 CUT&Tag and H3K27ac CUT&Tag at ERVs with increased accessibility. **h**, Heatmaps of enhancers with increased H3K27ac showing cluster analysis with H3.3. **i**, Heatmaps of ERVs with increased H3K27ac showing cluster analysis with H3.3. **h**,**i**, The legend for the heatmaps is the same as **b** and middle graphs show cluster of enhancers or ERVs/RTEs with no difference in H3.3 while right graphs show those with reduced H3.3 loading. Daxx F/F, Daxx KO and Daxx +/+, Daxx WT. Numerical source data are provided. Source data

Enhancers overlapping with ERVs/RTEs showed stronger depletion of H3K9me3 and increase in H3K27ac than other enhancers (Fig. 6f), despite a similar increase in chromatin accessibility. Generally, ERVs/RTEs showing increased accessibility were enriched in H3K27ac but displayed minor changes in H3K9me3 (Fig. 6g). 

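Of the 42915 sites that gained H3K27ac in Daxx-KO HSPCs in the authors' deposited table, 37089 (86.4%) overlapped no changed H3.3 site. An H3.3 loss was found at 2662 of them (6.20%) and an H3.3 gain at 3278 (7.64%), with 114 sites overlapping both. Without the sites that overlapped both, losses were 44.6% (43.3 to 45.9) of the overlapping changes in H3.3, compared with 40.7% (39.8 to 41.6) at the sites that lost H3K27ac. Among the distal sites that gained H3K27ac, 2332 had an H3.3 loss and 2651 an H3.3 gain. The share of losses was 46.7% (45.3 to 48.1) at these distal sites and 45.4% (44.3 to 46.5) at the distal sites that lost H3K27ac, with overlapping intervals. At promoters the shares were 33.9% (31.0 to 37.1) and 26.7% (25.1 to 28.3). The share with an H3.3 loss was 4.05% when sites had to overlap by at least 50% of the shorter one and 11.9% when sites within 1 kb of each other were counted. The H3K27ac site with the smallest adjusted p among the autosomal gains lay 466717 bp from the TSS of Amd2, on chromosome 10 from 35244501 to 35245850, with 31.0 and 28.9 normalized counts in the Daxx-KO libraries and 0 in both WT libraries.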

Finally, among enhancers (Fig. 6h) and ERVs/RTEs gaining H3K27ac (Fig. 6i), one subset displayed clear reduction in H3.3 following Daxx loss.

Together, these findings suggest that Daxx loss alters chromatin features and Pu.1 distribution at enhancers, including those overlapping with ERVs.

## Phenotypic rescue and unique changes after Daxx and Pu.1 DKO

We next investigated whether the phenotypic alterations caused by Daxx loss were dependent on Pu.1 by using a *Spi1*^F/F^ line^42^. The BM cellularity was not significantly different in Daxx-KO mice compared with Daxx and Pu.1 double-KO (DKO) mice, although the latter displayed a tendency towards higher cellularity (Fig. 7a). At 8 w.p.i., the BM of the DKO mice displayed significant reduction in the GMP and neutrophil frequencies and numbers compared with the Daxx-KO (Fig. 7b,c), whereas the B220^+^ cells in the BM were still compromised (Fig. 7c). Conversely, in DKO spleens, the B-cell and neutrophil frequencies and numbers were normalized (Fig. 7d–g) along with spleen architecture and selected cytokines (at 3 and 8 w.p.i.; Fig. 7h–j). The B-cell frequency was also partially rescued in the DKO PB (Fig. 7k,l). Neutrophil and B-cell numbers and frequencies in the BM, spleen and PB were similar to WT following the loss of Pu.1 alone (Extended Data Fig. 8d,e).

**Fig. 7:**
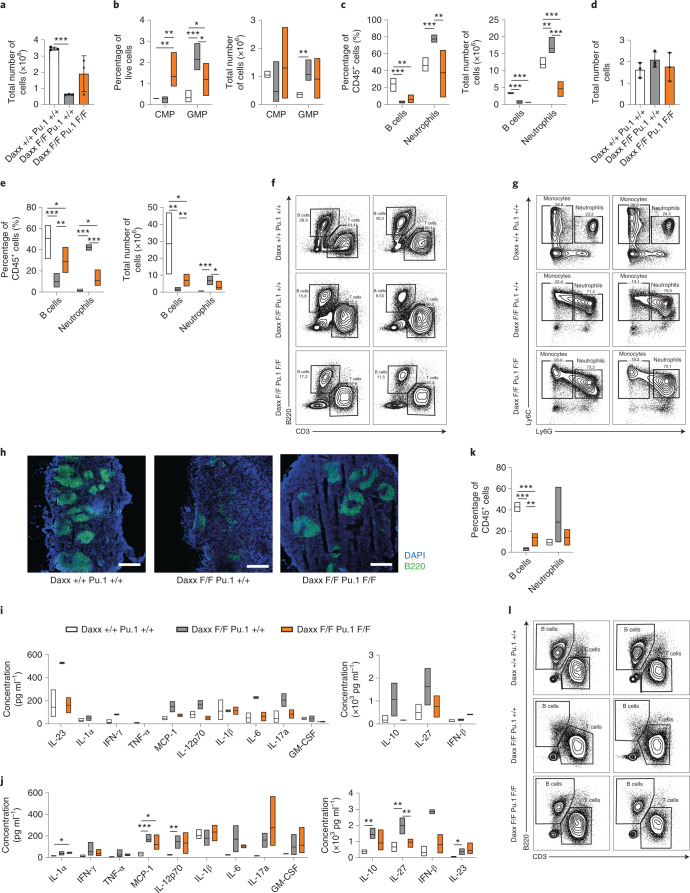
Concomitant loss of Daxx and Pu.1 partially restores lymphopoiesis while suppressing peripheral accumulation of neutrophils. **a**, Total BM cell counts (*n* = 3 mice per genotype) in four leg bones per animal. **b**, Percentage (left) and number (right) of CMPs and GMPs in the BM (*n* = 5 mice per genotype). **c**, Percentage (left) and number of B cells and neutrophils in the BM (*n* = 5 mice per genotype). **d**, Total spleen cell counts (*n* = 3 mice per genotype). **e**, Percentage (left) and number (right) of B cells and neutrophils in the spleen (*n* = 5 mice per genotype). **f**, Flow cytometry plots showing B and T cell-like populations in the spleen. **g**, Flow cytometry analysis showing neutrophil- and monocyte-like populations in the spleen. **f**,**g**, The percentages of cells in the gated regions of the plots are indicated. **h**, Representative immunofluorescence overview images of spleens stained with 4,6-diamidino-2-phenylindole (DAPI) and B220 (*n* = 2 independent experiments). Scale bars, 500 µm. **i**, Inflammatory cytokine levels in plasma at 3 w.p.i. (*n* = 5 WT and 2 Daxx-KO and DKO mice). **j**, Inflammatory cytokine levels in plasma at 8 w.p.i. (*n* = 5 mice per genotype). **k**, Percentage of B cells and neutrophils in the PB (*n* = 5 mice per genotype). **l**, Flow cytometry plots showing B and T cell-like populations in PB (*n* = 5 mice per genotype). **a**,**d**, Data are the mean ± s.d. **b**,**c**,**e**,**k**–**j**, Boxplots show the minimum and maximum values (box boundaries) and the mean (horizontal line). *P < 0.05, **P < 0.01, ***P < 0.001 and NS, not significant; Student’s *t*-test. Daxx F/F, Daxx KO and Daxx +/+, Daxx WT; Pu.1 F/F, Pu.1-KO and Pu.1 +/+, Pu.1 WT. Exact *P* values and numerical source data are provided. Source data

To link the phenotypic rescue to normalization of molecular perturbations, we studied changes in transcription, chromatin landscape and histone marks in single-KO and DKO mice (Supplementary Tables 9 and 10). The PCA analysis of RNA-seq data showed that each genotype clustered separately (Fig. 8a,b). Although DEGs from different comparisons (Daxx-KO versus WT, DKO versus WT and Pu.1-KO versus WT) partially overlapped, many genotype-specific changes also occurred, particularly in KLS cells (Extended Data Fig. 9a,b). Pathway analysis based on DKO-specific and Pu.1-KO-specific DEGs in KLS cells and GMPs identified distinct biological functions and diseases, including some associated with lymphoid neoplasms (Fig. 8c,d and Extended Data Fig. 9c,d). Clustering of expression for haematopoietic transcription factors and markers, Pu.1-target genes, ISGs and the dsRNA-sensing machinery revealed both common and genotype-specific changes between Pu.1-KO and DKO cells (Extended Data Fig. 9e–g). Altered expression of selected ERV/RTE subtypes in Daxx-KO KLS cells and GMPs were in part reverted in the DKO cells (Fig. 8e,f). Finally, Pu.1-KO KLS cells and GMPs showed upregulation of some ERV/RTE subtypes and satellite repeats, suggesting a role for Pu.1 in their regulation.

**Fig. 8:**
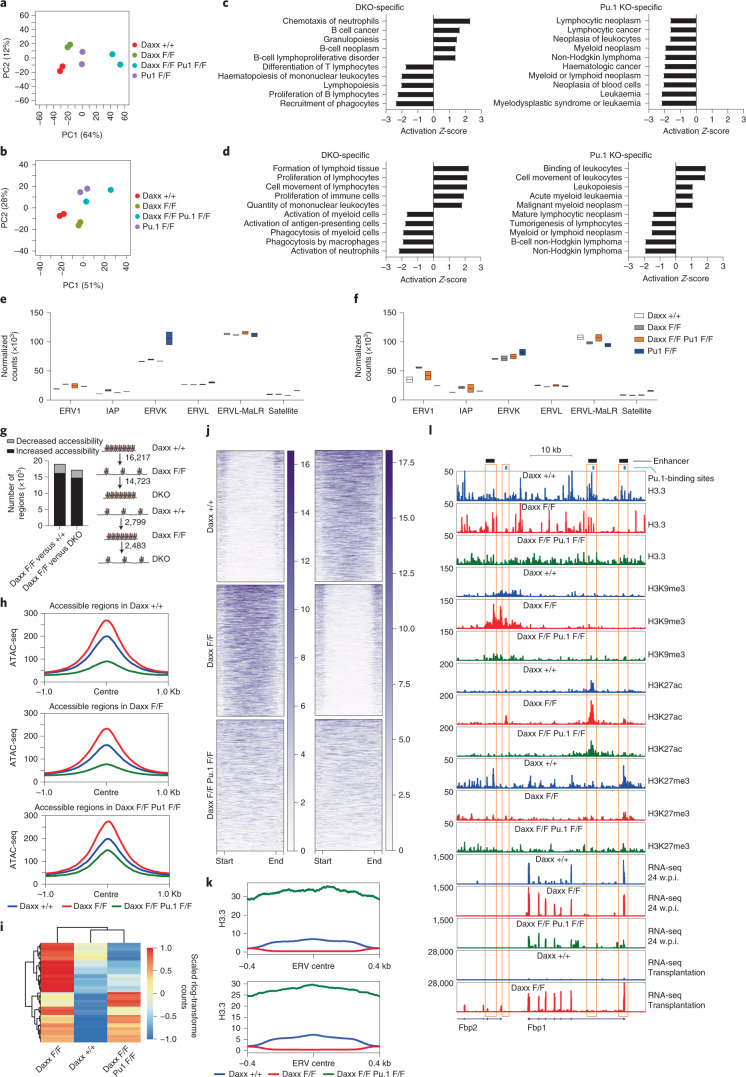
Partial rescue of the biological phenotype is associated with specific perturbations at the transcriptional and chromatin levels. **a**, PCA of the top-500 most variable genes in KLS cells collected at 3 w.p.i. **b**, PCA of the top-500 most variable genes in GMP cells collected at 3 w.p.i. **c**, Top-five activated or inhibited haematological functions and diseases associated with KLS cells with Daxx and Pu.1 DKO- (left) and Pu.1-KO-specific (right) gene expression changes. **d**, Top-five activated or inhibited haematological functions and diseases associated with GMP cells with DKO- (left) and Pu.1-KO-specific (right) gene expression changes. **c**,**d**, Data are the activation *Z*-score from IPA Fisher’s exact tests with multiple testing-adjusted *P* *<* 0.05. An activation *Z*-score > 2 suggests increased activation of the indicated biofunctions and an activation *Z*-score < −2 suggests increased inhibition. **e**, Normalized read counts of ERV/RTE subtypes and satellite repeats (*n* = 2 mice per genotype) in KLS cells. **f**, Normalized read counts of ERV/RTE subtypes and satellite repeats (*n* = 2 mice per genotype) in GMP cells. **e**,**f**, Boxplots show the minimum and maximum values (box boundaries) and the mean (horizontal line). **g**, Number of regions that were opened or closed in Daxx-KO versus WT (left) and the number of those regions that reverted back to WT condition in DKO KLS cells (right). **h**, ATAC-seq read distribution around the centre of IDR-reproducible peaks identified in WT (top), Daxx-KO (middle) and DKO (bottom) KLS cells. **i**, Heatmap of scaled normalized RNA-seq read counts for genes upregulated in Daxx single-KO KLS and increased accessibility in nearby enhancers. **j**, Heatmaps of H3K9me3 enrichment over distal regions segregated in regions gaining or losing H3K9me3. **k**, H3.3 enrichment plots at enhancers (top) and ERVs (bottom). **l**, Genome browser coverage plot of the *Fbp1* and *Fbp2* locus. Daxx F/F, Daxx KO and Daxx +/+, Daxx WT; Pu.1 F/F, Pu.1-KO and Pu.1 +/+, Pu.1 WT. Numerical source data are provided. Source data

On investigation of the chromatin changes, we found that 90.8% of distal regions that opened following Daxx loss became closed in DKO cells (Fig. 8g). Conversely, the vast majority of distal regions found closed in the Daxx-KO KLS cells opened in DKO KLS cells. In addition, we found DKO-specific chromatin changes: 15,587 distal regions that were open in WT and Daxx-KO KLS cells became closed in DKO cells, while 3,922 distal sites that opened in DKO cells were closed in the other genotypes. When we compared open regions in WT, Daxx-KO and DKO KLS cells, we found that DKO cells generally displayed the lowest accessibility (Fig. 8h). Many of the genes that were significantly upregulated in the Daxx-KO KLS cells at 3 w.p.i. and resided near enhancers with increased accessibility were downregulated in the DKO cells (Fig. 8i). Finally, opening of TERRA-BS at sex chromosomes in Daxx-KO KLS cells was reverted in DKO cells (Extended Data Fig. 10a). Closing of chromatin at the TERRA-BS in the vicinity of the *Mid1* and *Erdr1* genes in the DKO cells correlated with rescued gene expression compared with the Daxx-KO cells (Extended Data Fig. 10b).

H3K9me3 alterations found in Daxx-KO HSPCs were reverted to some extent in DKO cells (Fig. 8j). In addition, we found that there were more distal regions in DKO HSPCs that gained H3K9me3 (7,862) than those with reduced H3K9me3 (1,147) compared with WT or Daxx-KO HSPCs. 

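H3K9me3 and H3K27me3 were profiled by CUT&Tag in HSPCs at 8 w.p.i. with 3 libraries each from WT, Daxx-KO and DKO mice. The authors compared the groups in pairs with the same program and settings as at 3 w.p.i. The mean number of reads per window for H3K9me3 was 0.69, 0.2 and 3.29 in the DKO libraries and 1.68, 1.37 and 1.51 in the Daxx-KO libraries when these were compared, and 1.13, 1.87 and 1.49 in the WT libraries when they were compared with DKO. For H3K27me3 it was 1.36, 2.91 and 1.78 in DKO, 2.24, 1.59 and 2.77 in Daxx-KO and 1.85, 2.16 and 1.2 in WT. The table of H3K27me3 in Daxx-KO against WT was not used, because it has the H3K9me3 libraries of the WT mice as controls. At a single site, 3 libraries against 3 allow no exact permutation p below 0.100. No site is listed over Spi1 (ENSMUSG00000002111.8, chromosome 2 from 91082390 to 91115756) in the DKO tables, so the loss of Pu.1 could not be checked there.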

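The authors' deposited table lists 45425 sites that gained and 24283 sites that lost H3K9me3 in Daxx-KO compared with WT HSPCs at 8 w.p.i. Of the gained sites, 4670 (10.3%, 95% interval 10.0 to 10.6) overlapped a site with lower H3K9me3 in DKO than in Daxx-KO cells. Of the lost sites, 3113 (12.8%, 12.4 to 13.2) overlapped a site with higher H3K9me3 in DKO. Together these are 7783 sites, and 9471 (13.6%, 13.3 to 13.8) of the Daxx-KO changes were found in the same direction in DKO compared with WT. Over all overlapping pairs of changed sites, 69.0% were in the opposite direction in DKO compared with Daxx-KO. Both comparisons share the 3 Daxx-KO libraries. Among 400000 simulated windows in groups without any difference, 99.6% of the overlapping calls were in opposite directions. There 8.52% of the calls overlapped, against 15.9% of the observed Daxx-KO changes. The simulation scaled the DKO and the Daxx-KO libraries by constants of different comparisons and did not use the authors' test. Its shares thus show the direction that shared libraries favour and are no exact measure for these comparisons. The comparisons with WT share the 3 WT libraries, and there 100% of the overlapping simulated calls had the same direction against 79.2% observed, while 8.89% of the calls overlapped against 17.0% observed. With the requirement of 50% overlap, 9.73% of the Daxx-KO changes overlapped an opposite change in DKO, and with sites within 1 kb of each other it was 15.8%, the largest shift among the alternatives. The autosomal loss in DKO against Daxx-KO with the smallest adjusted p lay 63434 bp from the TSS of Cdyl2, on chromosome 8 from 116795851 to 116797000, where the 3 DKO libraries were at 0 and the Daxx-KO libraries at 20.4, 18.5 and 19.2 normalized counts. From the maps of distal regions in Fig. 8j, the paper states that the alterations were partly reverted.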

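H3K9me3 was gained at 18648 and lost at 2842 distal sites in DKO HSPCs at 8 w.p.i. compared with both WT and Daxx-KO HSPCs. This is 6.56 gained sites per lost site. The 2 comparisons share the 3 DKO libraries, and 95.8% of their overlapping pairs had the same direction. This agreement is not independent, and no groups without a difference were simulated for this sharing. Compared with Daxx-KO alone, 29790 distal sites were gained and 10727 lost, and compared with WT alone 38003 and 8632. The 3 DKO libraries all lay above the 3 Daxx-KO libraries at 62.3% of the gains, and below them at 91.7% of the losses, where chance alone gives 10.0% for 3 libraries against 3. Against WT, these shares were 59.2% and 95.2%. The direction followed GC content, as gains were 93.1% of the autosomal sites under 36% GC and 2.20% of those above 60% in DKO against Daxx-KO, and 97.3% and 6.74% against WT. Requiring a group average of at least 20 normalized counts moved the numbers most, to 7647 gained and 1842 lost distal sites against both groups. Without the DKO library with the most reads per window, 99.9% of the distal gains against Daxx-KO kept their direction, and without the one with the fewest, 92.5% did. The autosomal gain against Daxx-KO with the smallest adjusted p lay 54858 bp from the TSS of Nrip1, on chromosome 16 from 76268251 to 76269350, with 16.3, 13.1 and 21.9 normalized counts in DKO and 0 in the 3 Daxx-KO libraries.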

We also observed that the overall levels of H3.3 were markedly increased in DKO cells at enhancers and ERVs compared with both the WT and Daxx-KO cells (Fig. 8k).

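H3.3, Pu.1, H3K27ac, H3K9me3 and H3K27me3 were profiled by CUT&Tag in HSPCs at 24 w.p.i., and each of 2 Daxx-KO and 2 WT mice gave a library for all 5. The authors left reads on chromosomes X and Y out of these comparisons and otherwise used the settings given for 3 w.p.i. The mean number of reads per window in the Daxx-KO and then the WT libraries was 5.79 and 6.11 against 8.64 and 7.51 for H3.3, and 9.42 and 6.86 against 4.75 and 7.99 for Pu.1. It was 7.17 and 3.97 against 7.54 and 10.3 for H3K27ac, 7.26 and 9.11 against 5.62 and 5.22 for H3K9me3, and 6.62 and 6.93 against 9.58 and 4.27 for H3K27me3. The 8 DKO libraries of this time point are in no table of comparisons and were not analysed here. The paper's text does not name the time point of Fig. 8l. DKO libraries of H3.3 and H3K27ac exist at 24 w.p.i. alone, so its DKO statements on these concern that time. The locus was examined at 3, 8 and 24 w.p.i., and the values at 3 and 8 w.p.i. come from other mice. Fbp1 (ENSMUSG00000069805.10) lies on chromosome 13 of mm10 from 62864753 to 62888282, and Fbp2 (ENSMUSG00000021456.8) beside it from 62836877 to 62858422. Both genes are on the minus strand and have 7 exons. All sites from 50 kb below Fbp2 to 50 kb above Fbp1, between 62786877 and 62938282, were considered. Pu.1 was gained at 9 and lost at 16 of its 25 sites in this region at 24 w.p.i., and gained at 3 and lost at 8 of its 11 sites at 3 w.p.i. At the Fbp1 TSS, from 62887451 to 62888050, Pu.1 was at 6.13 and 1.04 normalized counts in Daxx-KO and at 48.9 and 36.8 in WT at 24 w.p.i. The Pu.1 site with the largest gain in the authors' deposited table, from 62894451 to 62895400 and 6169 bp upstream of this TSS, held 211 and 29.3 normalized counts in Daxx-KO and 10.1 and 0 in WT, a log2 fold change of 4.58.

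**Figure D1:**
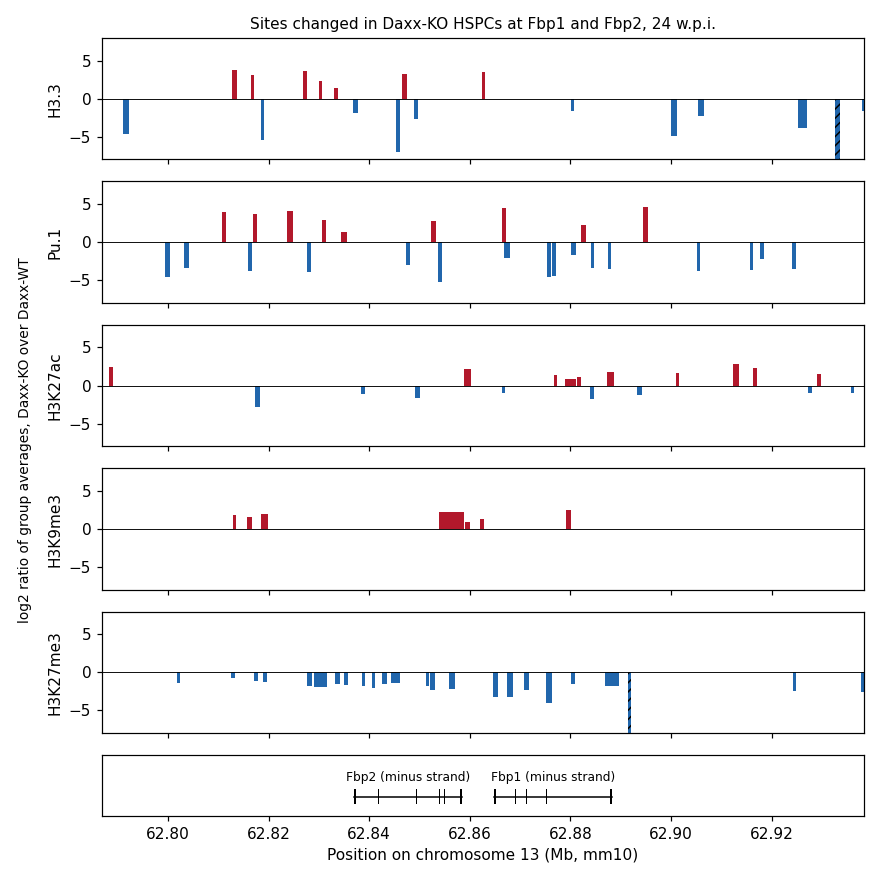
Sites of H3.3, Pu.1, H3K27ac, H3K9me3 and H3K27me3 at the Fbp1 and Fbp2 locus in HSPCs at 24 w.p.i., with position on chromosome 13 (Mb, mm10) on the x axis and the log2 ratio of the Daxx-KO to the WT group average (2 libraries per genotype) on the y axis. Red bars are gained sites, blue bars are lost sites and hatched bars are sites listed at 0 in Daxx-KO, drawn to the limit of the axis, and the gene models are below the 5 tracks. Blue bars outnumber red bars for Pu.1, with 16 lost against 9 gained sites.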

Finally, we zoomed in on the locus encoding *Fbp1* and *Fbp2* (Fig. 8l), two critical regulators of gluconeogenesis that affect HSPC repopulation capacity via inhibition of glycolysis under the control of Setdb1 (ref. ^43^). *Fbp1* was upregulated in Daxx-KO KLS cells, whereas *Fbp2* remained silenced apart from transplantation settings. *Fbp1* silencing was restored in DKO cells, suggesting that Pu.1 is required for its induction. This is in accordance with three main regions bound by Pu.1 at this locus (as reported in^19^), two of which coincide with haematopoietic enhancers^18^. 

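At 24 w.p.i., 10 of the 18 H3K27ac sites in the Fbp1 and Fbp2 region were gained in Daxx-KO HSPCs, and at 3 w.p.i. 15 of 17 were. At the Fbp1 TSS, from 62887301 to 62888750 on chromosome 13, H3K27ac was at 224 and 184 normalized counts in Daxx-KO and at 51.4 and 72.8 in WT at 24 w.p.i., a log2 fold change of 1.72 in the authors' deposited table. At 3 w.p.i. the site nearest to this TSS, from 62886501 to 62888100, was at 94.0 and 122 in Daxx-KO and at 8.60 and 21.0 in WT. The strongest H3K27ac site in the Fbp1 gene lay in an intron, from 62879001 to 62881200, and held 1376 and 1590 normalized counts in Daxx-KO and 717 and 934 in WT at 24 w.p.i. At 3 w.p.i. the site at this place, from 62879401 to 62881300, held 291 and 246 in Daxx-KO and 149 and 129 in WT. Both Daxx-KO libraries lay above both WT libraries at each of these sites. H3K27ac in DKO cells was not analysed here.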

H3K27ac enrichment at these regions in Daxx-KO cells was reverted in DKO cells. 

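At 3 w.p.i., a site 2569 bp upstream of the Fbp1 TSS, on chromosome 13 from 62890851 to 62891600, lost H3.3, with 6.32 and 5.90 normalized counts in the Daxx-KO libraries and 58.2 and 73.3 in the WT libraries. The log2 fold change of this site was -3.43 in the authors' deposited table. It is the site closest to Fbp1 among the 4 H3.3 losses upstream of the gene within 50 kb, and the paper's text does not give the coordinates of the proximal enhancer. At the TSS itself, from 62888251 to 62888850, H3.3 was gained at 3 w.p.i., with 56.9 and 53.1 in Daxx-KO and 16.1 and 34.1 in WT. At 24 w.p.i., no H3.3 site was listed within 10 kb upstream of Fbp1, and the 5 sites listed farther upstream had all lost H3.3. H3.3 in DKO cells was not analysed here.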

Although H3.3 was reduced at the proximal enhancer in Daxx-KO cells, its levels were restored in DKO cells, suggesting involvement of another chaperone, such as Hira. A similar trend applied to H3K9me3 at this enhancer. 

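H3K9me3 was gained at 3 w.p.i. at the place of the upstream H3.3 loss. This site, on chromosome 13 from 62890901 to 62891650, held 11.6 and 21.7 normalized counts in Daxx-KO HSPCs and 2.63 and 3.48 in WT HSPCs, a log2 fold change of 2.45 in the authors' deposited table. No H3K9me3 site was listed within 10 kb upstream of Fbp1 at 24 w.p.i. or in the comparisons at 8 w.p.i., which include DKO cells. Within the Fbp1 gene, 1 site was listed at 24 w.p.i., in the intron from 62879201 to 62880150. It was gained, with 24.2 and 66.7 normalized counts in Daxx-KO and 15.5 and 0.94 in WT.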

The large block of H3K9me3 over the *Fbp2* gene and its regulatory regions, which was previously linked to Fbp2 upregulation in HSPCs^43^ following Setdb1 loss, was further enriched in Daxx-KO cells but not DKO cells. 

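The largest H3K9me3 site in the region at 24 w.p.i. covered exons 1 to 3 of Fbp2 and the start of the gene, on chromosome 13 from 62853801 to 62858800. It held 2345 and 1614 normalized counts in the Daxx-KO libraries and 424 and 399 in the WT libraries, a log2 fold change of 2.27 in the authors' deposited table. All 7 H3K9me3 sites listed in the region at this time point were gained. At 3 w.p.i., 5 of 6 sites were gained, among them one at exon 1 of Fbp2, from 62857301 to 62859350, with 131 and 108 in Daxx-KO and 43.8 and 52.8 in WT. At 8 w.p.i., Daxx-KO cells gained H3K9me3 at 4 of 6 sites, and at exon 2, from 62854151 to 62855700, the 3 Daxx-KO libraries held 44.3, 46.9 and 29.4 normalized counts and the WT libraries 3.16, 5.06 and 2.50. Between DKO and WT, no H3K9me3 site was listed in the region at 8 w.p.i. Between DKO and Daxx-KO, the only listed site lay in an intron of Fbp2, from 62837451 to 62838050, and was at 0 in the 3 DKO libraries and at 4.96, 4.99 and 6.15 in the Daxx-KO libraries. The mean number of reads per window in the DKO libraries, given above for 8 w.p.i., limits what these comparisons can call.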

Finally, H3K27me3 was substantially reduced across the entire locus in the Daxx-KO and DKO cells, especially at the most proximal enhancer of *Fbp1*, suggesting that this mark may cooperate with Pu.1 loss for *Fbp1* silencing.

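All 24 H3K27me3 sites listed in the Fbp1 and Fbp2 region at 24 w.p.i. were lost in Daxx-KO HSPCs, with a median log2 fold change of -1.80 in the authors' deposited table. The site with the most reads among them in WT covered the Fbp1 TSS, on chromosome 13 from 62886951 to 62889750, and held 102 and 149 normalized counts in Daxx-KO and 355 and 534 in WT. The nearest site upstream, from 62891501 to 62892100, was listed at 0 in both Daxx-KO libraries and at 51.4 and 27.1 in the WT libraries. In DKO cells at 8 w.p.i., 3 of 6 sites were lost compared with WT. One of these lay 1069 bp upstream of the Fbp1 TSS, from 62889351 to 62889950, with 7.92, 6.11 and 3.27 normalized counts in DKO and 26.2, 24.5 and 8.94 in WT. Compared with Daxx-KO cells, all 12 sites listed in the region at 8 w.p.i. were gained in DKO, 5 of them in Fbp2 and none in Fbp1. From the reduction of H3K27me3 across the locus, the paper proposes that this mark may cooperate with the loss of Pu.1 for Fbp1 silencing.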

## Discussion

Together, our findings implicate the H3.3 chaperone and ERV/RTE repressor Daxx in the regulation of haematopoiesis and protection from inflammation. We propose that Daxx acts as an epigenetic barrier controlling cell plasticity in HSPCs in part via RTE control, in turn ensuring balanced cell differentiation (Extended Data Fig. 10c). Recent work in zebrafish implicates RTE-driven engagement of RNA-sensing in HSPC emergence in haematopoiesis^44^. In this respect, we showed that ERV/RTE induction correlates with the IFN type I-like response in Daxx-deficient LT-HSCs. IFN type I signalling is normally repressed in HSCs, as it may promote cell death^45^, but when activated in quiescent HSCs it causes cell-cycle entry^46^. Following acute Daxx loss, the number of LT-HSCs and other progenitor types did indeed increase. As it is unlikely that stem/progenitor cells are able to produce IFNs, ISG induction could be IFN-independent as reported in viral-infection models^47–50^. This could explain the moderate ISG induction in Daxx-KO LT-HSCs. Furthermore, it is possible that ERV/RTE derepression following Daxx loss may impair B-cell differentiation, as observed in mice lacking the ERV/RTE-silencing Setdb1–Kap1 complex, a Daxx interactor^51–55^.

Our study points to a link between Daxx and the pioneer transcription factor Pu.1. Pu.1 engagement does not seem to be an immediate effect of Daxx loss in HSCs. We instead observed progressive activation of a Pu.1 myeloid programme in haematopoietic progenitors with time and following stress, along with aggravation of neutrophilia. This mirrors the response to viral infections, where HSC activation is followed by a return to quiescence and an accumulation of myeloid-biased HSCs^56^, a phenomenon that has also been observed in ageing^57^. Thus, Pu.1 may contribute to the myeloid bias within a subset of Daxx-deficient HSCs that have returned to quiescence.

Concomitant Daxx and Pu.1 loss reverts some phenotypic perturbations found in Daxx-KO mice, including a partial recovery of B-cell differentiation and spleen architecture. This would be in agreement with the reported role of Pu.1 in inhibition of terminal B-cell and plasma-cell differentiation^58^. At the molecular level, the increase in enhancer accessibility that typifies Daxx-KO KLS cells is reverted by over 90% in DKO cells. Closing of chromatin in DKO cells at TERRA-BS correlated with rescued gene expression of neighbouring genes, suggesting that perturbations at TERRA-BS and its target genes, such as *Erdr1*, may contribute to the phenotypes caused by Daxx loss^26^. However, DKO progenitors also show unique chromatin and transcriptome alterations that are not found in single Pu.1- or Daxx-KO mice, suggesting a genetic interaction between the two pathways. In support of this hypothesis, Daxx loss causes reduction in the levels of both Pu.1 and H3.3 at enhancers, correlating with their increased enrichment at neighbouring genes. These findings suggest that Pu.1 and H3.3 may influence their reciprocal genome distribution.

Finally, dysfunction of intrinsic immunity mechanisms devoted to ERV/RTE silencing may predispose to inflammation and neoplastic transformation during ageing^59–62^. While transposition-driven mutagenesis could lead to the accumulation of potentially leukaemogenic mutations in HSCs and promote clonal haematopoiesis^63^, the resulting anti-viral response may suppress the expansion of mutated HSCs^64^. In this respect, neutrophilia and inflammation triggered by Daxx loss might be tumour-suppressive. Further genetic alterations (de novo or pre-existing) such as downregulation of Pu.1 may allow Daxx-deficient myeloid or lymphoid progenitors to escape differentiation and undergo neoplastic transformation, in accordance with the reported leukaemogenic effect of Pu.1 downregulation^65^. It is therefore possible that DKO mice may become leukaemic at old age.

Overall, this work implicates mechanisms governing accessibility to repeat elements in homeostasis of the haematopoietic system via cross-talk with pioneer transcription factors such as Pu.1. Perturbations of these mechanisms may contribute to inflammageing and predispose to leukaemogenesis.

## Methods

### Patient sample information

We included H&E staining of skin from patients with pyoderma gangrenosum in our study, which were performed by J.W. at the University of Bonn. The histological picture of the pyoderma gangrenosum lesions was taken from a skin sample of a patient with pyoderma gangrenosum during a normal diagnostic procedure. This routine procedure includes the preparation of H&E samples. Based on German law, it is possible to take pictures from these skin samples (the patient identity is unknown and no additional investigations were performed with these samples). As a result, a ‘patient consent’ is not needed. However, the patient did give informed consent to perform the skin biopsy during the diagnostic procedure. This is also in accordance with the Helsinki Ethical guidelines. J.W. has ethical *approval* from the University of Bonn, which in principle allows the use of skin material taken for diagnostic proposes in later research (BN090/04).

### Experimental model details

#### Mouse models and treatments

The C57BL/6N Daxx conditional-KO (*Daxx*^F/F^) mice were generated by Taconic Artemis. The targeting vector contained a neomycin (*NeoR*) gene surrounded by flipase sequences (*FRT*) and a puromycin (*PuroR*) gene surrounded by F3 sites, which were removed by in vivo Flp-mediated recombination. *Daxx* exons 2–7 were flanked by LoxP sites. C57BL/6N Daxx mice were crossed with C57BL/6J *Csf1rCre* (JAX, 029206), C57BL/6J *Mx1Cre* (JAX, 003556) or C57BL/6J *Rosa26CreERT2* (JAX, 008463) mice. The C57BL/6N Hira conditional-KO (Hira^F/F^) mice were provided by P. Adams^66^ and crossed with C57BL/6J *Mx1Cre* mice. The C57BL/6J Pu.1 conditional-KO (*Pu.1*^F/F^) mice were provided by E. Mass (JAX, 006922) and crossed with C57BL/6 *Daxx*^F/F^;*Mx1Cre* mice. C57BL/6J CD45.1 mice were used (JAX, 002014) for the BM chimaera experiments. Genotyping of the C57BL/6N Daxx mice was performed using an Extract-N-amp tissue PCR kit (Sigma-Aldrich) with the primers DAXX_33 (5′-AGATCCTGTCTCTCCTGTCTATCC-3′) and DAXX_34 (5′-CACTGGGTAGACTAGACTGTGGC-3′). To check for recombination induced by Cre recombinase, we used the primers DAXX_29 (5′-GGAGGGAGTCGAAGAGTTGG-3′), DAXX_30 (5′-TGCGTTTCCTGTCTTTCGG-3′) and DAXX_recombined (5′-GCTCACGCCTTTAGTCCGAA-3′). C57BL/6N *Hira* mice were genotyped using the primers 2292_27 (5′-AATGGTGCTTGCTTTTGTGG-3′) and 2292_28 (5′-CCTGCTACCTTATTCTCCAGTCC-3′), and the primer 2293_30 (5′-GCATTACTTAATCCCCAGATGC-3′) was added for the analysis of recombination efficiency. Genotyping of the C57BL/6 *Pu.1* mice was performed with the primers PU1_Flox_FW (5′-CTTCACTGCCCATTCATTGGCTCATCA-3′) and PU1_Flox_Rev (5′-GCTGGGGACAAGGTTTGATAAGGGAA-3′), and the primer PU1_MUT (5′-CAACCGGATCTAGACTCGAGGA-3′) was added to determine the recombination efficiency. Cre mice were genotyped according to protocols released by The Jackson Laboratory. The mice were housed under specific pathogen-free conditions at the central animal facility of the University College London and German Center for Neurodegenerative Diseases. The mice were bred and subjected to listed procedures according to protocols approved by the English (Home Office) and German authorities (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen). Activation of Cre in *Daxx*;*RosaCre*^ERT2^ mice was induced by administration of 80 mg kg^−1^ tamoxifen in corn oil (Sigma-Aldrich) via oral gavage on five consecutive days (ATAC-seq was performed at 3 w.p.i.) or by administration of 100 mg kg^−1^ tamoxifen in corn oil via intraperitoneal injection (five consecutive days, break of two days, two consecutive days; genomic and phenotypic analyses were performed at 3 d.p.i. and 2 w.p.i.). For the induction of Cre activation in Daxx-KO, Hira-KO and Daxx and Pu.1 DKO, Mx1Cre mice received three intraperitoneal injections of 300 µg pI:pC (Sigma-Aldrich) administered every other day. The mice were usually treated at 5–11 weeks of age. Mice of both sexes were used in this study. The *n* value in the figure legends reflects the number of mice analysed in each experiment.

#### BM chimaera mice

For BM transplantation studies, C57BL/6J CD45.1 mice received a lethal irradiation dose of 10 Gray before transplantation of 2.5 × 10^6^ CD45.2 *Daxx*^+/+^;*Mx1Cre* or *Daxx*^F/F^;*Mx1Cre* BM cells together with 1 × 10^5^ CD45.1 BM support cells. Peripheral blood samples were isolated from the tail vein 4–5 (first time point) and 8–12 weeks (second time point) post transplantation. The mice were euthanized by CO_2_ exposure 12–17 weeks post transplantation and analysed as described earlier. Populations of KLS and GMP cells were sorted from recipient BM as described in the ‘RNA-seq’ section.

### Method details

#### Haematopoietic-cell and organ preparation

Peripheral blood samples were collected from the tail vein or by heart puncture. For the isolation of haematopoietic organs, the mice were euthanized by CO_2_ exposure. Unless otherwise indicated, the mice were killed two months post treatment. Bone marrow was isolated from the femur and tibia of the hind legs. All isolated organs were directly processed for analysis, frozen for cryopreservation or fixed in neutral buffered formalin (Sigma-Aldrich) for subsequent paraffin embedding. HPCs were isolated from BM using an EasySep mouse hematopoietic progenitor cell isolation kit (STEMCELL Technologies) according to the manufacturer’s instructions. If required, RBCs were lysed for 10 min in ammonium chloride (STEMCELL Technologies) and washed twice before downstream analysis.

#### Analysis of BM cellularity

Mice were killed two months after induction, except when indicated otherwise. BM cells were isolated from all four hind-leg bones and collected in equal volumes of PBS. The number of cells was determined using a TC20 automated cell counter (Bio-Rad). The RBCs were subsequently lysed for 10 min in ammonium chloride (STEMCELL Technologies), washed twice and collected in equal volumes of PBS. The number of cells in the samples was calculated again following after RBC lysis. If indicated, analyses were performed separately for male and female mice to control for differences in body size and weight.

#### Flow cytometry and cell sorting

For flow cytometry analysis, cells were isolated from the specified organs. Dead cells were stained by propidium iodide (Sigma-Aldrich) or Aqua Zombie fixable viability dye (BioLegend) according to the manufacturer’s protocol. Fluorochrome-labelled antibodies, as indicated in Supplementary Table 6, were added to the cell suspension for 30 min on ice. The CD16 and CD32 receptors were blocked with CD16 and CD32 antibodies unless the cells were specifically stained for CD16/32. Intracellular staining was performed according to the manual of the Intracellular fixation and permeabilization buffer set (eBioscience). Lin^−^ antibody panels contained antibodies to B220, Gr-1, CD11b, TER-119 and CD3e. For ATAC-seq, the Lin^−^ antibody panel included antibodies to B220, CD19, Gr-1, CD11b, CD11c, NK1.1, TER-119 and CD3e. For RNA-seq, the Lin^−^ antibody panel included antibodies to B220, Gr-1, CD11b, TER-119, CD8, CD4 and CD3e. For staining with multiple brilliant violet dyes, the BD Horizon brilliant stain buffer was used according to the manufacturer’s instructions. For the assessment of apoptotic B cells, cells isolated from the spleen were first stained with antibodies to CD45, CD11b and B220, followed by staining with an CellEvent caspase-3/7 green flow cytometry assay kit (Invitrogen) according to the manufacturer’s instructions. The cells were washed and filtered through a 70 µm filter before flow cytometric analysis using a BD LSRFortessa, BD FACSymphony, BD FACSCelesta, BD FACSAriaIII or Beckman Coulter Gallios machine. Cell sorting was performed on a BD FACSAriaIII or BD FACSAria Fusion machine using a 70 µm or 100 µm nozzle. Data were analysed using the FlowJo software. Neutrophils were gated as CD11b^+^Ly6G^+^Ly6C^intm^Gr-1^hi^ and eosinophils as CD11b^+^Ly6C^intm^SSC^hi^Ly6G^–^Gr-1^+^.

#### CFU assay with re-plating

For the CFU assays, HPCs were isolated from BM as described in the ‘Haematopoietic-cell and organ preparation’ section. The HPCs were plated (15,000 cells per 35 mm dish) in MethoCult M3231 medium supplemented with 100 ng ml^−1^ SCF, 10 ng ml^−1^ GM-CSF, 10 ng ml^−1^ IL-3 and 10 ng ml^−1^ IL-6 (all STEMCELL Technologies) to promote myeloid-cell formation. The cells were cultivated for 1 week at 37 °C. Next, the colonies were counted under a microscope and 15,000 cells were re-plated under the same conditions. After another week of cultivation at 37 °C, the colonies were again counted under a microscope.

For the CFU assays with LT-HSCs, Lin^−^ cells were enriched using a MojoSort mouse hematopoietic progenitor cell isolation kit (BioLegend). LT-HSCs were then sorted using a BD FACSAriaIII cell sorter with antibodies to Lin (B220, CD19, Gr-1, CD11b, CD11c, NK1.1, TER-119 and CD3e), Sca-1, c-Kit, CD150 and CD48. The LT-HSCs were collected using the following gating strategy: (1) c-Kit^+^Lin^−^, (2) c-Kit^+^Sca-1^+^ and (3) CD48^−^CD150^+^. To generate myeloid colonies, 400 LT-HSCs were sorted into 270 µl IMDM medium (STEMCELL Technologies) supplemented with 2% FBS, 1% Pen–Strep and 1% l-glutamine, with the addition of the following growth factors: SCF (100 ng ml^−1^), GM-CSF (10 ng ml^−1^), IL-3 (10 ng ml^−1^) and IL-6 (10 ng ml^−1^). All growth factors and cytokines were purchased from Preprotech. After the addition of 30 µl Pen–Strep, the cell suspension was added to 3 ml MethoCult M3231 (STEMCELL Technologies) and 2 × 1.1 ml was seeded into 35 mm dishes. The colonies were counted on day 7. On day 10, the cells were harvested and 3 × 10^5^ cells were re-plated. Residual cells were analysed by flow cytometry. Seven days after re-plating, the new colonies were counted and on day 10, the cells were harvested and analysed by flow cytometry.

#### RNA isolation and quantitative PCR with reverse transcription

Total RNA was isolated from BM cells using an RNeasy mini kit (Qiagen) according to the manufacturer’s instructions. The RNA concentration was determined using a ND1000 Spectrophotometer (NanoDrop), followed by reverse transcription using a High-capacity cDNA reverse transcription kit (Applied Biosystems). Quantitative real-time PCR was performed on a 7500 Fast real-time PCR system (Applied Biosystems) using the Fast SYBR Green master mix (Applied Biosystems) with the primers mDaxx sense (5′-GATGACTATAGGCCAGGCGT-3′), mDaxx antisense (5′-TCGTCTCTTCTGTCTCTCGC-3′), mHira sense (5′-GTTGTCATTTGGAATGCCGTGA-3′), mHira antisense (5′-CAGCGTCCTCCATACCTTCA-3′), mTBP sense (5′-AGCTCTGGAATTGTACCGCAG-3′) and mTBP antisense (5′-GACTGCAGCAAATCGCTTGGG-3′). The relative abundance of the specific transcripts was normalized to TATA box binding protein (TBP) messenger RNA and calculated using the $$2^{{{-\Delta\Delta}{c}}_{\rm{t}}}$$ method.

#### Western blotting

Cells were washed in PBS and lysed in RIPA buffer with cOmplete protease inhibitor cocktail (Roche). The lysed samples were sonicated for 10 s and the protein concentrations were determined using a Pierce protein assay kit (Thermo Fisher) according to the manufacturer’s instructions. The proteins were separated by SDS–PAGE and blotted on a nitrocellulose membrane. Blocking was performed for 1 h in 5% non-fat dry milk (PBS-T) or 4% BSA (TBS-T) at room temperature and the membranes were incubated overnight with primary antibodies at 4 °C. The primary antibodies were detected by horseradish peroxidase-conjugated secondary antibodies and subsequently visualized using the ChemiDoc XRS+ imaging system (Bio-Rad). The antibodies used are specified in Supplementary Table 12. Normalization of protein levels was performed by densitometry (ImageLab software, Bio-Rad).

#### Immunofluorescence and H&E staining

For immunofluorescence imaging, cells were spun down using a Cytospin 4 (Thermo Fisher Scientific) cytocentrifuge at 600 r.p.m. for 5 min. Frozen sections were cut to 7–15 µm sections using a CryoStar NX70 (Thermo Fisher Scientific) cryostat. The cells and tissue sections were fixed in 4% paraformaldehyde for 20 min, washed three times in PBS-T (PBS with 0.1% Triton X-100) and permeabilized for 15 min using 0.3% Triton X-100. Blocking was performed for 1 h in 5% goat serum and the samples were incubated with primary antibodies overnight at 4 °C. The antibodies are listed in Supplementary Table 12. After washing in PBS-T, the samples were incubated with secondary antibodies for 90 min at room temperature, washed 3× in PBS-T and the nuclei were stained for 10 min in 1 µg ml^−1^ Hoechst 33342 (Thermo Fisher Scientific), followed by additional wash steps. The cells and tissue sections were mounted using Roti-Mount Aqua (ROTH) medium. Images were obtained on a Zeiss LSM700 or LSM800 laser scanning microscope. For the H&E staining, organs were isolated from mice, fixed in 10% neutral buffered formalin (Sigma-Aldrich) and subsequently processed for paraffin embedding. Tissue sections were cut to 5–15 µm using a CUT5062 microtome (SLEE medical). The sections were washed twice for 5 min in xylene, followed by a 5 min incubation in a 90:10 xylene:ethanol mix. Subsequently, rehydration steps were performed in absolute ethanol (2×), 95% ethanol, 80% ethanol and 70% ethanol, 5 min each, followed by a brief rinse in water. The samples were incubated with haematoxilin (Life Technologies) for 2 min, followed by rinsing in water and 0.25% ammonia water. The slides were incubated for 1 min in 95% ethanol, followed by a 2 min stain in alcoholic eosin Y (Sigma-Aldrich). Dehydration was performed in 95% ethanol and absolute ethanol (3×; 1 min each), followed by incubation in xylene (3×; 1 min each). The sections were mounted with DPX (Sigma-Aldrich). Images were taken on a Zeiss Epi-Scope microscope.

#### Cytokine analysis

Blood samples were obtained from mice and spun at 1,000*g* for 10 min at 4 °C to collect the plasma. Cytokine concentrations were determined using a LEGENDplex mouse inflammation panel (BioLegend, 740446) and mouse HSC panel (BioLegend, 740677) according to the manufacturer’s recommendations. Analysis was performed on a BD FACSymphony machine and using the LEGENDplex data analysis software (BioLegend).

#### Northern blotting

RNA was isolated from BM cells using a Direct-zol RNA miniprep plus kit (Zymo Research) according to the manufacturer’s protocol. Subsequently, DNA was digested using a Turbo DNA-free kit (Thermo Fisher) following the manufacturer’s protocol. The RNA was recovered and concentrated using an RNA clean and concentrator-5 kit (Zymo Research). Northern blot analysis was performed according to standard procedures. Briefly, 5 µg of total RNA was run on a 1% denaturing agarose gel. The RNA was transferred to a Hybond-N+ membrane (GE Healthcare) by capillary transfer and fixed by ultraviolet-light crosslinking. The membrane was pre-hybridized at 42 °C for 20 min and then hybridized in PerfectHyb plus hybridization buffer (Sigma) containing 1 × 10^6^ cpm ml^−1^ of ^32^P-labelled TERRA DNA probe 5′-(TAACCC)5-3′ and 0.1 mg ml^−1^ herring sperm DNA (Thermo Fisher). Hybridization was carried out overnight at 42 °C. The following day, the membrane was washed once in low stringency buffer (2×SSC and 0.1% SDS) at room temperature for 5 min and twice in high stringency buffer (0.5×SSC and 0.1% SDS) at 42 °C for 20 min. The membranes were exposed to muliautoradiography film at −80 °C. After exposure, the membrane was stripped in boiling stripping buffer (0.1% SDS and 5 mM EDTA) and re-hybridized using a GAPDH probe (5′-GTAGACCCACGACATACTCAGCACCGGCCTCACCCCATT-3′) as a loading control.

#### RNA-seq of cells isolated from transplanted animals

CD45.2^+^ KLS and GMP (Lin^−^c-Kit^+^Sca-1^−^CD16/32^+^CD34^+^) populations were sorted from the BM of transplanted mice. Total RNA was isolated from samples containing between 4,700 and 246,000 cells using TRIzol reagent (Invitrogen) and a miRNeasy micro kit (Qiagen) according to the manufacturer’s protocol. The precipitated RNA was resuspended in RNase-free water and the RNA quantity and quality (RINe) were assessed via the HS RNA analysis screen tape assay on a 4200 TapeStation system (Agilent Technologies). The total RNA was converted into double-stranded complementary DNA libraries as the template for high-throughput sequencing using the Ovation SoLo RNA-seq kit (NuGEN Technologies). Briefly, the DNA was digested and first-strand DNA was synthesized using random hexamers. After second-strand synthesis, the ends were repaired, followed by adaptor ligation and PCR pre-amplification. NuGEN proprietary AnyDeplete probes were added to selectively block fragments originating from ribosomal RNA from amplification in the subsequent PCR reaction. Size-selection and purification of cDNA fragments of approximately 200–500 bp in length was performed using AMPure XP beads (Beckman Coulter). The size distribution of the cDNA libraries was measured using the HS D1000 DNA assay on a 4200 TapeStation system (Agilent Technologies). The cDNA libraries were quantified using a KAPA library quantification kit (Kapa Biosystems). After cluster generation on a cBot (Illumina), the libraries were sequenced in a paired-end 2 × 101 bp run on a HiSeq 1500 system (Illumina) using TruSeq v3 chemistry and de-multiplexed using CASAVA version 1.8.4. The experiment was run in duplicate.

#### RNA-seq of cells collected at steady state

LT-HSCs (Lin^−^c-Kit^+^Sca-1^+^Il-7Ra^−^Flk2^−^CD48^−^CD150^+^), GMPs, and MPP3 (Lin^−^c-Kit^+^Sca-1^+^Il-7Ra^−^Flk2^−^CD48^+^CD150^−^), MPP4 (Lin^−^c-Kit^+^Sca-1^+^Il-7Ra^−^Flk2^+^CD48^+^CD150^−^) and KLS cells were sorted from BM 3 d.p.i. (*RosaCreER* mice: LT-HSCs), 3 w.p.i. (*Mx1Cre* mice: GMPs and KLS, MPP3 and MPP4 cells) or 24 w.p.i. (*Mx1Cre* mice: KLS cells and GMPs). Total RNA was isolated from 2,000–5,000 cells using a NucleoSpin RNA XS plus kit (Macherey-Nagel) according to the manufacturer’s instructions. The RNA quantity and quality (RINe) were assessed using the HS RNA analysis screen tape assay on a 4200 TapeStation system (Agilent Technologies). Total RNA was converted into double-stranded cDNA libraries as a template for high-throughput sequencing using the SMARTer stranded total RNA-seq kit v.2–pico input mammalian kit (TaKaRa Bio) according to the manufacturer’s instructions. Briefly, after first-strand cDNA synthesis with SMARTer oligonucleotides, barcoded adaptors for Illumina sequencing were added via limited-cycle PCR. The PCR products were purified and ribosomal cDNA was then depleted. The remaining cDNA fragments were further amplified by PCR (15 cycles) with primers universal to all libraries. After purifying the resulting PCR products, the size distribution of the cDNA libraries was measured using the HS 5000 DNA assay on a 4200 TapeStation system (Agilent Technologies) and the cDNA concentrations were determined using a Qubit dsDNA HS assay kit (Thermo Fisher Scientific). After cluster generation, the samples were sequenced either as single-end 1 × 100 bp or paired-end 2 × 100 bp on a NovaSeq 6000 system (Illumina). The experiments were run in duplicate or triplicate.

#### ATAC-seq of *RosaCreER* mice at 3 w.p.i

For ATAC-seq, *RosaCreER* Daxx mice were killed 3 weeks after tamoxifen treatment. The BM was isolated from the femur and tibia, followed by RBC lysis and sorting of CMP (Lin^–^CD45.2^+^c-Kit^+^Sca-1^–^CD16/32^–^CD34^+^) and GMP populations following antibody staining. Enrichment of c-Kit^+^ cells using CD117 MicroBeads (Miltenyi Biotec) was performed before sorting LT-HSCs (Lin^–^CD45.2^+^c-Kit^+^Sca-1^+^CD48^–^CD150^+^). Between 8,000 and 50,000 flow-sorted cells were collected in flow buffer (PBS, 2% FBS and 2 mM EDTA) and immediately processed following previously published protocols^67^. Briefly, the sorted cells were spun down at 500*g* for 5 min at 4 °C, washed once in cold PBS and spun down in 50 μl cold lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% IGEPAL CA-630) at 500*g* for 10 min at 4 °C. Immediately thereafter the tagmentation reaction was started by adding Nextera’s Tn5 transposase (TDE1) in reaction buffer. The transposition reaction mix was incubated for 30 min at 37 °C, followed by DNA purification using a MinElute PCR purification kit (Qiagen). ATAC-seq libraries were generated from tagmented DNA by PCR amplification using Nextera index primers (Illumina) according to the manufacturer’s protocol. The ATAC-seq libraries were purified using a PCR purification MinElute kit (Qiagen) and quantified using KAPA library quantification kits (Kapa Biosystems) and a D1000 assay on a Tapestation 4200 (Agilent). The libraries were sequenced in a paired-end 2 × 101 bp run on a HiSeq 1500 system (Illumina) using TruSeq v3 chemistry and de-multiplexed using CASAVA version 1.8.4. In addition, ATAC-seq libraries from CMP and GMP cells were sequenced as a single-read 75 bp, rapid run on the HiSeq 1500 system using HiSeq Rapid v.2 chemistry. The resulting data were also de-multiplexed using CASAVA version 1.8.4. The experiment was run in duplicates.

#### ATAC-seq of 3 d.p.i. LT-HSCs and 3 w.p.i. KLS cells

LT-HSCs (Lin^–^c-Kit^+^Sca-1^+^Il-7Ra^–^Flk2^–^CD48^–^CD150^+^) and KLS cells were sorted from BM 3 d.p.i. (LT-HSCs) or 3 w.p.i. (KLS cells). The LT-HSCs (2,000) and KLS cells (5,000) were directly sorted into 12.5 µl of 2×TD buffer (Illumina) using the FACSAriaIII. Directly after sorting, 0.25 µl of 1% digitonin (Promega), 0.25 µl of 10% Tween-20 (Merck Millipore) and nuclease-free water were added to each sample to obtain a final volume of 23.5 µl. After mixing the samples by vortexing, 1.5 µl of the TDE tagmentation enzyme (Illumina) was added to each sample. The samples were incubated for 30 min at 37 °C with shaking at 1,000 r.p.m. to induce tagmentation, followed by DNA purification using a MinElute reaction clean up kit (Qiagen). ATAC-seq libraries were generated from the tagmented DNA by PCR amplification (13 cycles) using the ‘IDT for Illumina Nextera DNA UD Indexes Set A’ primers (Illumina) and the KAPA HiFi hot start ready mix (Roche). The ATAC-seq libraries were size selected (175–1,300 bp), purified using SPRIselect beads (Beckman Coulter) and quantified using a HS D5000 assay on a Tapestation 4200 (Agilent). The libraries were sequenced in a paired-end 2 × 100 bp run on a NovaSeq 6000 system (Illumina). The experiments were run in duplicate or triplicate.

#### CUT&Tag

HSPCs were isolated by magnetic cell sorting by first enriching Lin^−^ cells using an EasySep mouse hematopoietic progenitor cell isolation kit (STEMCELL Technologies) according to the manufacturer’s instructions and then isolating c-Kit^+^ cells from the resulting cell suspension using mouse CD117 MicroBeads (Miltenyi Biotech). The nuclei were isolated, washed and frozen in wash buffer according to the ‘Bench top CUT&Tag V.3’ protocol (https://ww.protocols.io/view/bench-top-cut-amp-tag-bcuhiwt6)^68^. For the actual CUT&Tag experiment, we followed the CUT&Tag-direct protocol described by Henikoff et al.^69,70^ using the CUTANA pAG-Tn5 enzyme (Epycypher). Briefly, aliquots of 30,000–45,000 native nuclei per reaction were bound to activated Concanavalin A beads. After successive incubations with primary (overnight at 4 °C) and secondary (0.5–1 h) antibodies in wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine and 1×protease inhibitor), the beads were washed and resuspended in pAG-Tn5 (1:20 dilution) in 300-wash buffer (wash buffer containing 300 mM NaCl) for 1 h. The incubations were performed at room temperature, except when otherwise stated, in volumes of 25–50 µl in low-retention PCR tubes. Tagmentation was performed for 1 h in 300-wash buffer supplemented with 10 mM MgCl_2_. Following tagmentation, the beads were washed in 50 µl TAPS buffer (10 mM TAPS pH 8.5 and 0.2 mM EDTA), resuspended in 5 µl SDS release buffer (0.1% SDS and 10 mM TAPS pH 8.5) and incubated for 1 h at 58 °C. The SDS was neutralized with 15 µl of 0.67% Triton X-100, and 4 µl of dual-indexed primers from the ‘IDT for Illumina Nextera DNA UD Indexes Set A’ (Illumina) as well as 25 µl of NEBNext high-fidelity 2×PCR master mix (NEB) were added. Gap filling and 18 cycles of PCR were performed, followed by clean-up with 65 µl of SPRIselect beads (Beckman Coulter). We used antibodies, at a 1:20 dilution, to H3K9me3 (Active Motif), H3K27ac (Epicypher), H3K27me3 (Cell Signaling Technologies), histone H3.3 (Merck Millipore) and Pu.1 (Abcam). The size distribution and concentration of the CUT&Tag libraries were measured using the HS 5000 DNA assay on a 4200 TapeStation system (Agilent Technologies). After cluster generation, the samples were sequenced either as paired-end 2 × 75 bp on a NextSeq 500 system (Illumina) or as paired-end 2 × 50 bp on a NovaSeq 6000 system (Illumina). The experiments were run in duplicate or triplicate.

#### Bioinformatics analysis

A detailed description of the bioinformatics analyses for the ATAC-seq, RNA-seq and CUT&Tag data can be found in Supplementary Note 1.

#### Statistics and reproducibility

Statistical analyses were performed using GraphPad Prism (GraphPad Software) or the R program. Summarized views on data that underlie the statistical tests as well as the exact *P* values are available in the source data. The statistical details for each experiment are also provided in the figure legends. Statistical tests were run as two-sided tests, when appropriate. Most experiments were performed independently at least twice; details are provided in the figure legends. The genomic assay data (Figs. 1,5,6,8 and Extended Data Figs. 1,7–10) are based on two or three biological replicates. The experimental data in Figs. 2g,i,k,p, 3b,f, 4e,f, 7a,d,i and Extended Data Figs. 2d, 4b,c, 8b,d,e are based on biological replicates (*n* is given in the figure legends) that were not repeated independently on a different day.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-021-00774-y.

## Supplementary information

Supplementary Information Supplementary Note 1 and Supplementary Codes 1,2.

Reporting Summary

Peer Review Information

Supplementary Table 1 Supplementary Tables 1–12.

## Data Availability

All sequencing data that support the findings of this study can be found at Gene Expression Omnibus under the accession number GSE119309. An overview of the genomics studies run as part of this study can be found in Supplementary Table 11. Previously published sequencing data that were re-analysed here are available under the accession codes GSE60101 and GSE79180 (SRR2062971 and SRR2062968). The GTF and FASTA files used for Bioinformatics analysis (mm10, GENCODE release M14) can be downloaded from GENCODE (https://www.gencodegenes.org/mouse/release_M14.html). All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 2 Unprocessed western blots and gels.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 3 Unprocessed western blots and gels.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 4 Unprocessed Western Blots and gels.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 5 Unprocessed western blots and gels.
Source Data Extended Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 9 Statistical source data.

# Supplementary material for: Aberrant chromatin landscape following loss of the H3.3 chaperone Daxx in haematopoietic precursors leads to Pu.1-mediated neutrophilia and inflammation
**Source:** Nat Cell Biol. 2021 Dec 7;23(12):1224–39. doi: 10.1038/s41556-021-00774-y

Original file used in Extended Data Figure 5a

Daxx recombination  
(not used in paper)

Hira recombination  
(in part used in Ext. Data Fig. 5a)

+/- Cre +/-  
Hira F/F Cre +/-  
Daxx F/F Hira F/F Cre +/-  
Water control

+/- Cre +/-  
Hira F/F Cre +/-  
Daxx F/F Hira F/F Cre +/-  
Water control

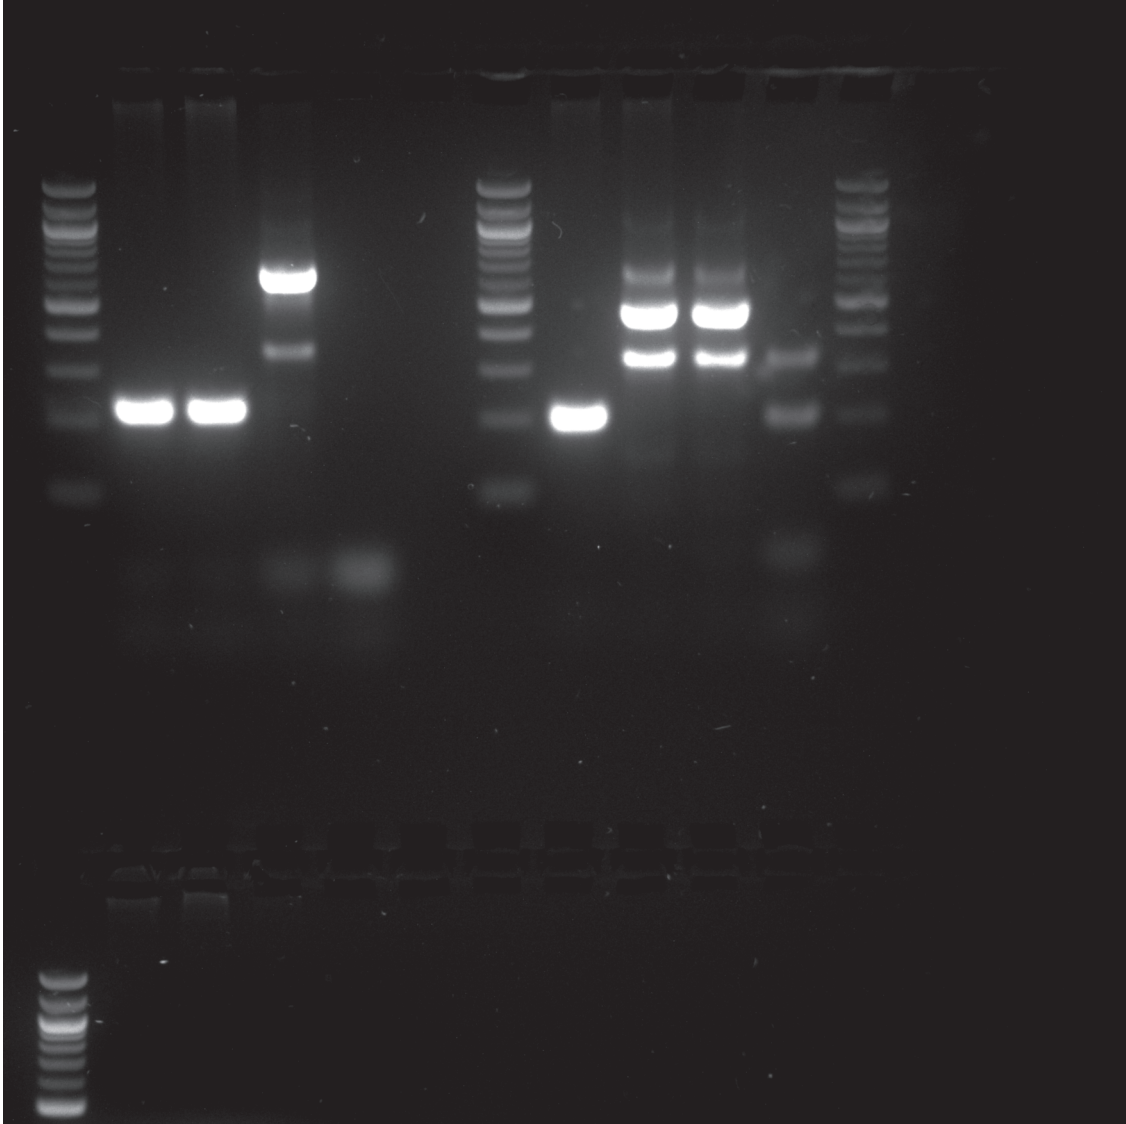

Not used in paper

Original blots used in Extended Data Figure 5c

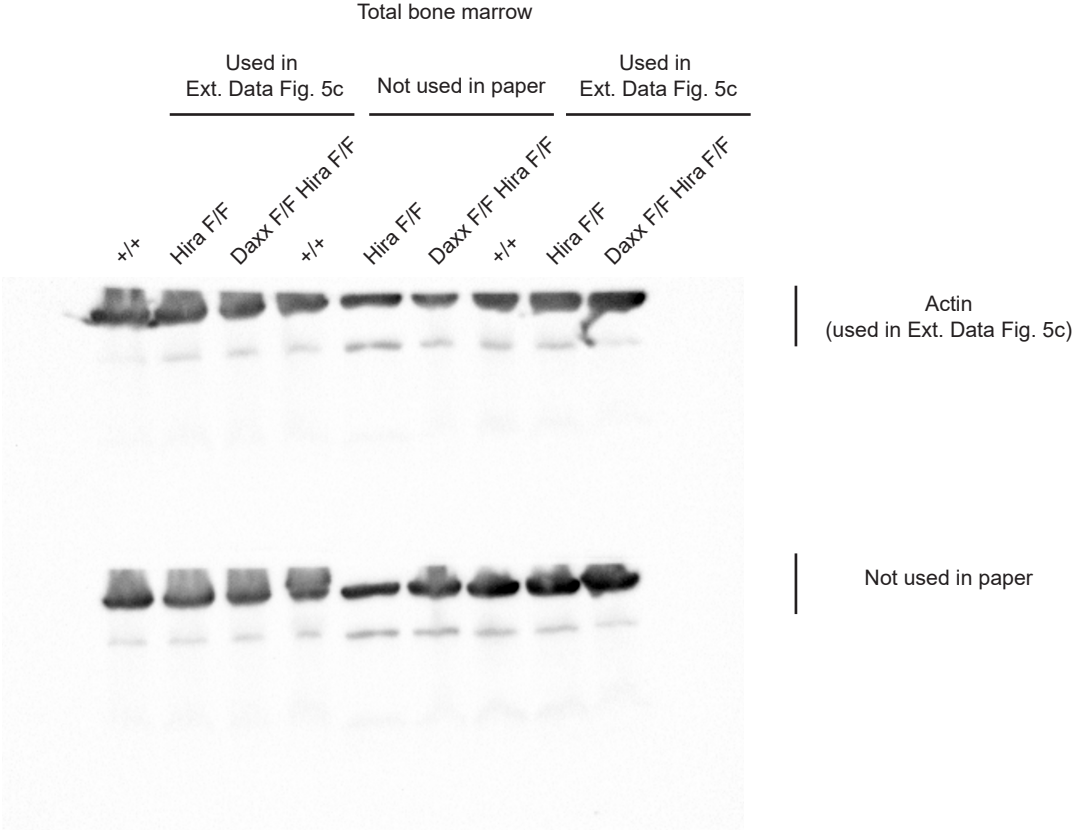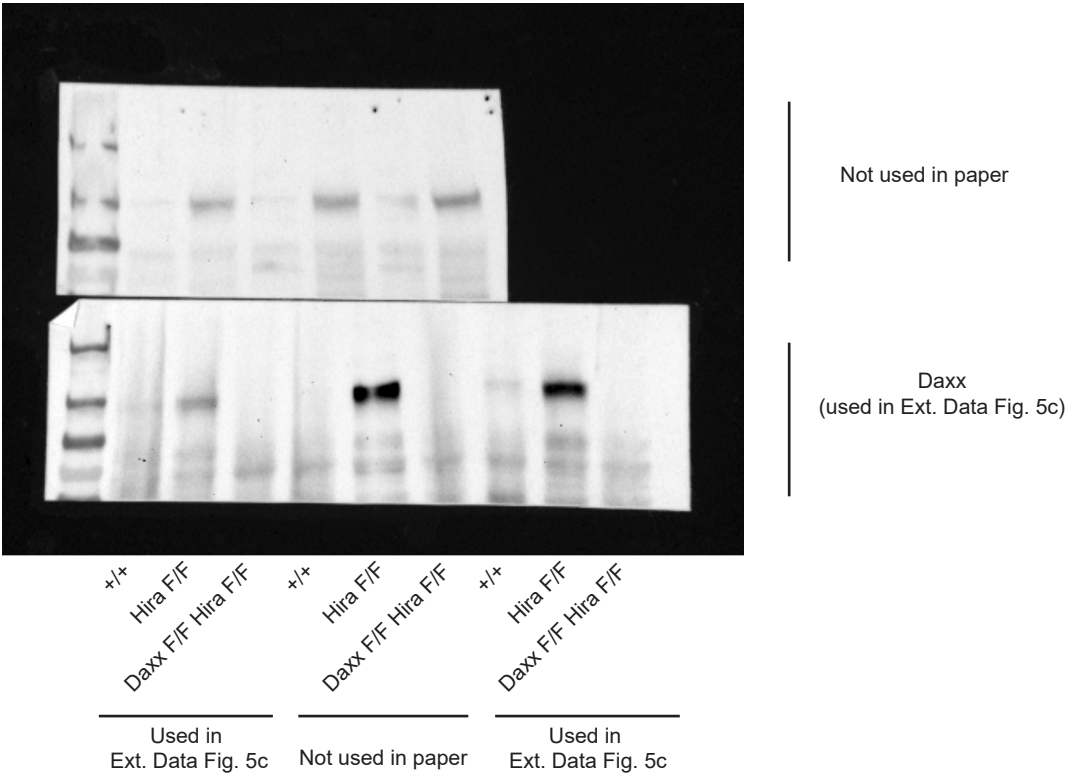

**Supplement:** Source Data Extended Data Fig. 5 — Unprocessed western blots and gels.

How the deposited data were processed for this re-analysis (not part of the article)

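CUT&Tag libraries of HSPCs from WT, Daxx-KO and DKO mice were analysed at 3, 8 and 24 w.p.i. The series lists 62 libraries, of which 54 are in the 15 tables of comparisons that were analysed. The other 8 are DKO libraries at 24 w.p.i. that are in no table. At 3 w.p.i. there were 4 tables, for H3.3, Pu.1, H3K27ac and H3K9me3, with 2 Daxx-KO and 2 WT libraries each. The 6 tables at 8 w.p.i. compare WT, Daxx-KO and DKO in pairs for H3K9me3 and H3K27me3, with 3 libraries per group. At 24 w.p.i. there were 5 tables, for the same marks as at 3 w.p.i. and H3K27me3, with 2 Daxx-KO and 2 WT libraries each.

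The authors gave the mapped reads of each library to diffReps 1.55.6, as the file headers record. The aligner and the filters on reads are not stated in the file headers or the main text. In windows of 600 bp moved by 50 bp, with a fragment size of 100 bp, the reads were counted by the authors and the groups compared with a negative binomial test. Windows with p under 0.0001 were merged into sites, which were tested again. The signal of a site in a library is the normalized count made by the authors, its reads divided by a normalization constant that the file header gives. The authors averaged these values over the libraries of a group, and the log2 fold change is the log2 of the ratio of the group averages as deposited, infinite where one average is 0. The p-value of each site was computed by the authors with the same test and adjusted by them after Benjamini and Hochberg. For 24 w.p.i. the authors left out reads on chromosomes X and Y.

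Sites with an adjusted p under 0.05 were called gained or lost by the sign of the authors' log2 fold change, and their numbers were counted. Positions were written with the first base of a chromosome as 1. Sites within 1 kb of a TSS of the GENCODE M21 annotation on mm10 were promoter sites and all others distal sites. The nearest gene of a site was the protein-coding gene with the TSS closest to the middle of the site. Sites of different tables overlapped when they shared at least 1 bp. Shares were given with Wilson 95% intervals, and shares with the same direction beside their range over 1000 shuffles of the directions (seed 20). For comparisons at equal GC content, autosomal sites were put into bins of 2 percentage points (1 in a finer check), and intervals came from 100 resamples of the chromosomes. The Pu.1 motif GAGGAAGT was counted on both strands and compared with 30 scrambled words of the same 8 bases. To describe what shared libraries do to overlapping calls, 400000 windows without any difference between groups were simulated. They had the average counts of called H3K9me3 sites and the dispersion of the Daxx-KO libraries there. The normalization constants of DKO came from DKO against Daxx-KO, and the others from Daxx-KO against WT, so relative depths differ from the real ones. Windows with the largest differences were taken as called, without the authors' test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used. The functions for overlaps, matching and intervals were tested on simulated data, where 9 of 9 checks passed. A difference of 10 percentage points between promoter and distal sites, put into 100000 simulated sites, came back as 10.2 within GC bins, and 0.596 was found where none was put in.

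No test was made across sites, because the tables hold only sites that had passed the authors' test, and sites are not replicates. It had been assumed that the tables would give one value per group. They give one value per library, so the values of each library are printed, and the planned counts were kept. Exact permutation of the libraries at a single site gives no p below 0.333 for 2 against 2 and none below 0.100 for 3 against 3. No model was fitted across sites, so other splits of the libraries were not counted. The mean number of reads per window ranged from 1.21 to 33.78 at 3 w.p.i., from 0.2 to 3.29 at 8 w.p.i. and from 3.97 to 10.3 at 24 w.p.i. The library totals are not in the tables, so these means stand for depth, and the shallow libraries at 8 w.p.i. give the least precise counts.

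The named genes and sites were Fbp1, Fbp2, Daxx, Spi1 and the genes drawn in Fig. 6e. To these were added at most 2 autosomal sites per direction with the smallest adjusted p in each comparison at 3 and 8 w.p.i., with ties broken by the larger log2 fold change and then by the larger average. Of these sites, only some are named in the text. At the Fbp1 and Fbp2 locus, all sites from 50 kb below to 50 kb above the 2 genes were taken. Chromosomes X and Y and the 5 Mb on each side of Daxx and Spi1 were examined for effects of the sex and the substrain of the mice.

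As alternatives, the adjusted p was set at 0.01, an absolute log2 fold change of at least 1 was required, all listed sites were taken, or a group average of at least 20 normalized counts was required in the higher group. Sites of one direction within 1 kb were merged, only autosomes were counted, and promoters were taken as 3 kb or 250 bp around a TSS. Distal sites were restricted to those outside gene bodies, and overlaps were taken as at least 50% of the shorter site or as a distance within 1 kb. Each library was left out in turn, where the average of its group was computed again and the sites that kept their direction were counted. Sites matched for GC content, shuffles within GC bins and sites at which the libraries of the 2 groups do not overlap were alternatives chosen after seeing the data.

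Lists of haematopoietic enhancers and ERVs, chromatin accessibility and gene expression were not used here. The table of H3K27me3 in Daxx-KO against WT at 8 w.p.i. was left out of all results at the claims, because its control libraries are those of H3K9me3.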

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

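The tests of GC content and of the sex of the mice on X, and the test of GC content across the marks of a mouse, were chosen only after the results had been seen.

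The paper does not report the direction of the H3.3 and Pu.1 changes on X by CUT&Tag, and a signal stood out there. At 3 w.p.i., 95.3% of 3777 changed H3.3 sites on X and 96.3% of 4350 changed Pu.1 sites on X were gained in Daxx-KO HSPCs, against 57.3% and 54.0% on the autosomes. The median normalized count of the H3.3 sites on X was 52.1 and 49.4 in the Daxx-KO libraries and 14.0 and 18.3 in the WT libraries. GC content is argued against as the cause, since the share of gains that autosomal sites of equal GC content give was 61.1% for H3.3 and 58.0% for Pu.1. One WT library with few reads on X cannot be told apart from a change in all libraries. Without WT replicate 1, 99.9% of the H3.3 gains on X kept their direction, but sites called for a difference between the groups can hardly turn when a library is left out. Repeats are not the whole pattern, because sites with under 20% of their sequence masked were gained at 92.3% for H3.3 and 93.9% for Pu.1. In the H3K27ac and H3K9me3 libraries, from other Daxx-KO mice, the share of gains on X was close to that of the autosomes. It was 47.6% against 41.2% and 78.9% against 79.0%. These libraries share 1 WT mouse with H3.3 and Pu.1. Female Daxx-KO mice compared with male WT mice are a candidate explanation, as the paper used mice of both sexes and the sex of each library is not given here. It cannot be told apart from an effect of Daxx, because 84 of the 90 changed H3.3 sites on Y were gained, the opposite of what it needs, but 84.3% of their sequence is masked as repeat and only 2 of the sites are little masked. The shared WT mouse, which gave WT replicate 2 of H3.3 and Pu.1, had 28.7 and 143 normalized counts of H3K27ac at a pair of sites over Xist, chosen after their values were seen, and the other WT mouse 39.8 and 175. The Daxx-KO mice of these H3K27ac libraries, which are not those of H3.3 and Pu.1, had less, with 5.81 and 6.80 at one site and 97.9 and 72.2 at the other. This goes against WT replicate 2 being male, but the sites are listed because WT was above Daxx-KO there, and no library of known sex is there to compare with. The labels do not number the mouse of WT replicate 1 of H3.3 and Pu.1, so no H3K27ac library can be assigned to it. At the changed sites on Y the median of WT replicate 1 was 0 for H3.3 and for Pu.1, against 18.3 and 19.2 in WT replicate 2. The Daxx-KO medians there were 52.1 and 54.2 for H3.3 and 63.0 and 57.5 for Pu.1. This goes against WT replicate 1 being male, but these sites are mostly masked as repeat and were listed for a difference between the groups. A loss of Daxx that acts on X might also give this pattern, and the paper reports more open TERRA binding sites on the sex chromosomes, but this was not tested here.

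At 3 and 24 w.p.i., the Daxx-KO and WT libraries differed in opposite ways in how the normalized count of the sites changed with GC content. For H3.3 at 3 w.p.i., the log2 count rose by 1.35 and 1.14 per 10 percentage points of GC content in the Daxx-KO libraries, while the slope was -0.23 and -0.39 in the WT libraries. The difference of the averages, Daxx-KO minus WT, was 1.56 for H3.3, 1.48 for Pu.1, -0.93 for H3K27ac and -1.70 for H3K9me3 at 3 w.p.i. At 24 w.p.i. it was -0.29 for H3.3, -0.99 for Pu.1, 0.56 for H3K27ac and 1.19 for H3K9me3. The slopes were taken at called sites, which had been selected for a difference between the groups, so that the slopes of the 2 groups also part by selection and only their order is of interest. The difference between the time points was not tested. For 24 w.p.i., where the same 4 mice gave all marks, GC content favoured in all libraries of a mouse is argued against. The Daxx-KO slopes lay above the WT slopes for only 2 of the 5 marks, H3K27ac and H3K9me3, and below them for the other marks. At 3 w.p.i. the sign of the difference went with the Daxx-KO mice. It was positive for H3.3 and Pu.1, which came from the same Daxx-KO mice. It was negative for H3K27ac and H3K9me3, from other Daxx-KO mice. A WT mouse was shared by all these marks, and the mouse of WT replicate 1 of H3.3 and Pu.1 is not known. A bias per mouse thus stays open for 3 w.p.i. The tables do not say which libraries were prepared or amplified together, so a GC bias that arose in single libraries stays open, as does a change in the effect of Daxx loss with time. Neither was tested.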

How the results depend on the processing

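Sites matched for GC content, shuffles within GC bins and sites at which the libraries of the 2 groups do not overlap were later alternatives. They were chosen only after the results had been seen, while all other alternatives were chosen before the data were examined.

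None of the values followed through all alternatives changed its sign, and no p was computed that could cross a threshold. Outside these values, matching for GC content turned the promoter minus distal difference in the share of gains in some comparisons. For Pu.1 at 24 w.p.i. it went from -2.79 to 1.14 percentage points (0.332 to 2.08). For H3K9me3 at 8 w.p.i. it went from -1.82 to 2.73 (-1.16 to 5.00) in DKO against Daxx-KO. In DKO against WT it went from -2.70 to 1.71 (-0.315 to 3.46). The balance of gains and losses turned in 1 case, H3K27ac at 3 w.p.i., which is given below. A number of sites or genes was taken as moved when it changed by more than 1.5 times, and a share when it left its 95% interval. With an adjusted p under 0.01 or with all listed sites, none of 54 numbers moved. The same held for the 44 numbers that could be computed with merged sites and for the 44 computed on autosomes. Merging gave no value for the tallies of Fig. 6e and of genes near distal Pu.1 sites, since merged sites were not assigned to genes. Leaving out each library in turn moved none of the 54 numbers, but this says little about stability. The test was not repeated, and a called site whose libraries do not overlap between the groups cannot turn. Such sites were at least 82.3% of those called in each comparison and direction, except for the H3K9me3 gains in DKO, with 62.3% against Daxx-KO and 59.2% against WT. With promoters of 3 kb or 250 bp, the promoter share was higher among gains than among losses for both H3.3 and Pu.1.

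A group average of at least 20 normalized counts moved 21 of 54 numbers, and all fell because sites with few reads were left out. The gained and lost sites were then 21854 and 20844 for H3K27ac and 16531 and 7785 for H3K9me3 at 3 w.p.i. For H3K27ac, gains thus outnumbered losses at this limit, whereas losses outnumbered gains among all its sites at an adjusted p under 0.05. For H3K9me3 at 8 w.p.i. they were 21413 and 10326 in Daxx-KO against WT, 17410 and 5668 in DKO against WT and 13174 and 5574 in DKO against Daxx-KO. The distal sites among them were 20301 and 9737, 16466 and 5342, and 12403 and 5247, and in DKO against both groups 7647 and 1842. For H3K27me3 at 8 w.p.i. they were 22313 and 16177 in DKO against WT, and 25823 were gained in DKO against Daxx-KO. The number of sites in these comparisons thus depends on the sites with few reads, while the H3.3 and Pu.1 sites at 3 w.p.i. lost none to this limit. Depth itself was not varied.

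At sites whose libraries do not overlap between groups, 19499 H3K9me3 gains were left in DKO against Daxx-KO (18587 distal), 23615 in DKO against WT (22552 distal) and 11690 distal gains against both, and the promoter share of the lost Pu.1 sites was 9.59%. Chance alone leaves 10.0% of sites for 3 libraries against 3 and 33.3% for 2 against 2. The numbers fell by construction, since only part of the sites was left. With an absolute log2 fold change of at least 1, 33628 H3K27me3 sites were gained at 24 w.p.i., the promoter share of losses was 9.99% for H3.3 and 9.45% for Pu.1, and the excess of gains at promoters over distal sites was 18.5 points for H3.3 and 21.8 for Pu.1. For the shares and the excess the cause was not tested, and the number of sites fell by construction.

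With promoters of 3 kb, there were 26761 gained and 12206 lost promoter sites for H3.3 (32.6% and 20.9%) and 28820 and 14037 for Pu.1 (33.5% and 20.1%). With promoters of 250 bp, there were 10734 and 3150 for H3.3 (13.1% and 5.38%), 3596 lost for Pu.1, and promoter shares of 13.9% and 5.15% for Pu.1. Outside gene bodies, 27738 distal sites gained and 23913 lost H3.3, and 29111 gained and 28450 lost Pu.1. Wider or narrower regions give these shifts by construction. The promoter share of the H3.3 gains was 20.1% with all listed sites, and that of the Pu.1 losses 10.2% with merged sites. On autosomes alone, 77.1% of H3.3 and Pu.1 pairs had the same direction, 14.0% of the Daxx-KO changes in H3K9me3 had the same change in DKO against WT, and 12.3% of the genes not near a distal H3.3 loss had a Pu.1 loss at the promoter. With an adjusted p under 0.01, a Pu.1 gain was found at the promoters of 42.4% of the genes near distal H3.3 losses and of 41.2% of the others. For these shares the cause was not tested. Matching for GC content left an excess of gains at promoters of 1.54 points for H3.3 and 2.24 for Pu.1.

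The rule for overlaps moved most shares, since it decides which sites are paired. With at least 50% of the shorter site, the share with the same direction was 82.4% for H3.3 with Pu.1, 46.7% for H3.3 with H3K27ac and 19.6% for H3.3 with H3K9me3 at 3 w.p.i., and between 3 and 24 w.p.i. 47.7% for Pu.1, 61.2% for H3K27ac and 57.7% for H3K9me3. Gains were 26.4% of the Pu.1 changes and 35.1% of the H3K27ac changes at distal H3.3 losses, and 4.05% of the H3K27ac gains had an H3.3 loss. Of the Daxx-KO changes in H3K9me3, 9.73% had the opposite change in DKO against Daxx-KO and 11.1% the same change in DKO against WT. A Pu.1 gain and loss were found at the promoters of 40.2% and 18.7% of genes near distal H3.3 losses and of 38.6% and 9.12% of the others. With sites within 1 kb of each other, these values were 71.8% for H3.3 with Pu.1 and 32.9% for H3.3 with H3K9me3, and 48.7%, 58.3% and 54.8% for Pu.1, H3K27ac and H3K9me3 between the time points. They were 34.6% for Pu.1 at distal H3.3 losses, 11.9% for H3K27ac gains with an H3.3 loss, 15.8% and 21.2% for the changes in DKO, 50.1% and 32.3% for genes near distal H3.3 losses and 48.5% and 15.8% for the others.

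When each library was left out in turn, 7 values of shares moved. The promoter share of the Pu.1 losses ranged from 9.62% to 9.94%, and the share of H3.3 and Pu.1 pairs with the same direction from 77.8% to 78.5%. Opposite changes in DKO ranged from 10.9% to 11.2% and the same changes in DKO against WT from 13.1% to 13.6%. A Pu.1 loss at the promoter ranged from 21.8% to 22.9% for genes near distal H3.3 losses and from 10.1% to 11.3% for the others. The same limit applies to these ranges, for which no test was repeated. No paired analysis was possible because the replicate numbers only count the mice of a genotype, with no pairing given, and because the tables hold only sites called without a block, so the planned block was not run.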

Differences from the paper's values

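The paper's values for H3.3 and Pu.1 come from the source data of Fig. 6a, and the counts given beside them are sites of the authors' deposited table at an adjusted p under 0.05. The paper counts 19305 distal regions enriched and 24957 depleted in H3.3, where 65746 gained and 52507 lost distal sites were found. Outside promoters and gene bodies, 27738 and 23913 distal sites were found, which is within 1.5 times the paper's values, and none of the other alternatives set before the data were examined closed the gap. For H3.3 at promoters the paper counts 2721 enriched and 1053 depleted regions, against 16244 and 6018 sites here, and none of the alternatives set before the data were examined closed the gap. The paper counts 14944 distal regions enriched and 19706 depleted in Pu.1, against 68180 and 62870 sites. Outside promoters and gene bodies, the 28450 lost sites were within 1.5 times the paper's value, whereas the 29111 gained sites were not, and none of the other alternatives set before the data were examined closed either gap. For Pu.1 at promoters, the paper counts 2265 enriched and 693 depleted regions, against 17760 and 6941 sites, with the gap left open by all alternatives set before the data were examined.

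For H3K9me3 in DKO HSPCs, the paper counts 7862 distal regions with a gain and 1147 with a reduction, against 18648 and 2842 distal sites changed against both WT and Daxx-KO at 8 w.p.i. here. The paper does not name the time point of its counts, so 8 w.p.i. is an assumption, and the DKO libraries at 24 w.p.i. were not analysed here. With a group average of at least 20 normalized counts, 7647 gained and 1842 lost sites were found, so that the gap closed for the gains and not for the reductions. None of the other alternatives set before the data were examined closed either gap. The ratio of gains to reductions was 6.85 in the paper's values and 6.56 here at the main setting. The 7647 gained and 1842 lost sites at a group average of at least 20 give a lower ratio. Against Daxx-KO alone the ratio was 2.78, and against WT alone it was 4.40.

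The paper states that H3.3 and Pu.1 were reduced at distal regions. In the paper's values 43.6% of the distal H3.3 changes and 43.1% of the distal Pu.1 changes are enrichments, whereas gains were 55.6% and 52.0% of the distal sites here. Gains were the larger part under each of the alternatives set before the data were examined that apply to these counts, from 53.7% to 56.6% for H3.3 and from 50.6% to 52.9% for Pu.1. At promoters the paper's values give 72.1% and 76.6% enrichments, against 73.0% and 71.9% here.

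The paper states that H3.3-depleted enhancers gained H3K27ac. Of the distal sites that lost H3.3 and overlapped H3K27ac changes of a single direction, 36.4% had a gain. These are all sites beyond 1 kb of a TSS, as the paper's list of enhancers was not used. The share was not computed at a group average of at least 20 normalized counts, where H3K27ac gains outnumbered losses. It thus does not test the paper's statement on enhancers. The paper states that genes near H3.3-depleted enhancers had more Pu.1 binding at and after the TSS, without comparing them with other genes. At promoters of genes nearest to a distal H3.3 loss, a Pu.1 gain was more frequent than a loss, at 43.6% against 22.9%. This goes the way of the paper. The share with a gain was close to the 42.4% of the other genes, of which 11.2% had a loss. Among the other genes, a Pu.1 gain was found at 50.3% of those near gained distal H3.3 sites alone and at 33.4% of those near no changed distal H3.3 site, so that the comparison depends on the genes taken as controls. For the proximal enhancer of Fbp1, the paper states that H3K9me3 followed the reduction of H3.3 in Daxx-KO cells. At the site 2569 bp upstream of the TSS that lost H3.3 at 3 w.p.i., H3K9me3 was gained, with a log2 fold change of 2.45 in the authors' deposited table. The paper's text gives neither the coordinates of this enhancer nor the time point of its map. The site may thus differ from the paper's enhancer in place or time. The paper states that H3K27me3 was reduced across the Fbp1 and Fbp2 locus in DKO cells. Here 3 of the 6 sites listed in DKO against WT at 8 w.p.i. were lost, and all 12 sites listed in DKO against Daxx-KO were gained.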

Other observations

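The comparisons of promoter and distal sites within GC bins of 2 percentage points, the test of a return towards WT with Daxx-KO changes from other mice and the test of substrain DNA near Daxx were chosen only after the results had been seen.

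The excess of gains at promoters over distal sites at 3 w.p.i. fell from 17.7 to 1.54 percentage points for H3.3, and from 20.3 to 2.24 for Pu.1, when sites of equal GC content were compared. GC content of the sites is thus a candidate explanation for most of this excess, whether it acts through amplification and sequencing or because Daxx loss moves both proteins to GC-rich chromatin. The rest is not explained by the width of the bins, as bins of 1 percentage point left 1.47 points for H3.3 (0.319 to 2.62 over 100 resamples of the chromosomes) and 2.21 for Pu.1 (1.34 to 2.92). In simulated sites without any difference, the bins left 0.596 points, which lies inside the interval for H3.3 and below that for Pu.1. The rest for H3.3 is thus not clear of what the matching leaves by itself. An effect of Daxx loss on promoters stays open for the rest of both proteins. At 24 w.p.i., gains were 53.2% of the promoter and 52.5% of the distal H3.3 sites, and 45.6% and 48.4% of the Pu.1 sites. Within GC bins the excess at promoters was then 1.39 points for H3.3 and 1.14 for Pu.1.

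H3.3 and Pu.1 changed in the same direction at 77.8% of their overlapping sites at 3 w.p.i., above the highest share over shuffles within GC bins, 64.0%, so GC content alone does not give this share. Chromatin that is open to the transposase in both assays could contribute. The motif GAGGAAGT was 1.53 times as frequent as scrambled words at autosomal sites changed for Pu.1 alone and 1.48 times at sites changed for H3.3 alone. The ratio of these values was 1.03. At changed Pu.1 sites that overlapped a changed H3.3 site, the motif was 1.34 times as frequent, with 1.27 at gains and 1.48 at losses. The corresponding value was 1.42 in all autosomal sequence and 1.77 at changed H3K27ac sites. Only changed sites are in the tables, so the motif at stable Pu.1 sites is not known, and a link between the 2 proteins stays open. At 24 w.p.i., where each mouse gave both libraries, 50.4% of 71101 overlapping pairs had the same direction, against 49.3% to 50.6% over shuffles.

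The paper does not give numbers of changed sites at 24 w.p.i. In the authors' deposited tables, 133628 sites gained and 120585 lost H3.3 in Daxx-KO HSPCs, and 121291 gained and 131035 lost Pu.1. There were 81007 gained and 110289 lost H3K27ac sites, 71485 and 77715 for H3K9me3 and 54536 and 78186 for H3K27me3 in the authors' deposited tables. Between 3 and 24 w.p.i., in different mice, overlapping changes had the same direction at 51.2% for H3.3 (49.5% to 50.9% over shuffles, and 49.8% to 51.2% within GC bins) and at 48.2% for Pu.1 (48.3% to 49.6%, and 47.0% to 48.3%). The shares were 59.9% for H3K27ac (51.6% to 53.1%) and 56.6% for H3K9me3 (44.9% to 47.9%). For H3K9me3 they were 77.4% between 3 and 8 w.p.i. (52.8% to 55.5%) and 60.0% between 8 and 24 w.p.i. (45.8% to 47.8%). At 3 w.p.i., H3.3 and H3K9me3 changed in the same direction at 24.7% of their overlapping sites (44.9% to 48.3% over shuffles, and 32.4% to 35.4% within GC bins), and at 24 w.p.i. at 49.7%. For H3.3 with H3K27ac the shares were 45.7% and 50.3%.

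The authors' deposited tables for H3K27me3 at 8 w.p.i. list 38796 gained and 20548 lost sites in DKO against Daxx-KO and 34630 and 27078 in DKO against WT. The table of Daxx-KO against WT names H3K9me3 libraries as controls. At 2217 sites with the same coordinates as in the H3K9me3 table, the reads of all 3 control libraries were the same numbers at 100%, while at 38 sites shared with the other H3K27me3 table they matched the H3K27me3 libraries of WT mice at 0 sites. This table thus compares 2 marks as well as 2 genotypes, and no biological explanation was tested for it.

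The DKO libraries for H3K9me3 at 8 w.p.i. differed in depth, and the deepest one is argued against as the source of the direction of the gains. Of 29790 distal gains in DKO against Daxx-KO, 99.9% kept their direction without this library, replicate 3, 92.5% without replicate 2, which had the fewest reads, and 95.6% without replicate 1. This could have been lower, since only 62.3% of all gains in this comparison were at sites where the groups do not overlap and the direction cannot turn. The gains followed GC content, and the log2 count changed by -0.51, -0.16 and -0.51 per 10 percentage points of GC content in the DKO libraries and by 1.46, 0.99 and 1.29 in the Daxx-KO libraries. A GC bias of the DKO libraries and an effect of the combined loss of Daxx and Pu.1 both stay open.

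Daxx-KO changes in H3K9me3 at 8 w.p.i. went the opposite way in DKO against Daxx-KO at 69.0% of the overlapping pairs. The Daxx-KO libraries shared by both comparisons may give such a pattern, since 99.6% of the overlapping calls were opposite in simulated groups without any difference. With Daxx-KO changes from the other mice at 3 w.p.i., 31.0% of 7335 overlapping pairs were opposite and 69.0% had the same direction, where shuffles within GC bins gave 68.8% to 71.3% with the same direction. Against DKO over WT, which shares no library with these mice either, 85.4% of 9225 pairs had the same direction, with 70.6% to 72.7% over shuffles within GC bins. This goes against a full return at these sites, but a site that had returned to the WT level would not be called in DKO against WT. A return of the Daxx-KO change towards WT in DKO cells cannot be told apart from the effect of shared libraries, because the changes at 3 w.p.i. differ in time and follow GC content.

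Within 5 Mb of Daxx, 88.3% of 1092 changed H3.3 sites at 3 w.p.i. were gained. GC content is argued against as the cause, as the GC bins of the other autosomal sites give 65.8%. The excess of 22.5 percentage points was reached in 0 of 239 windows of 10 Mb, which ranged from -24.3 to 21.6 points. These windows tiled the autosomes without leaving out the region around Daxx, so the highest value may come from that region. DNA of another mouse substrain next to the floxed allele might change how many reads map there, as the paper states that the floxed Daxx line was made in C57BL/6N mice. At 24 w.p.i., in other mice with the allele, 55.7% of the H3.3 changes in this region were gains against 54.1% on the rest of chromosome 17. In the same mice the shares were 48.6% and 47.7% for Pu.1 and 56.3% and 52.7% for H3K9me3. They lay further apart for H3K27ac, at 54.3% and 43.0%, and for H3K27me3, at 40.8% and 32.6%. For H3K27me3 in DKO against WT at 8 w.p.i. the shares near Daxx and on the rest of the chromosome were 91.2% and 56.2%. In DKO against Daxx-KO, where both groups carry the floxed allele, they were 73.0% and 69.5%. The H3K9me3 libraries of the same mice went the other way against WT. Their shares were 70.8% and 80.3% in DKO against WT and 54.2% and 72.6% in Daxx-KO against WT. The other marks at 3 w.p.i. did not move together. For Pu.1, from the same Daxx-KO mice as H3.3, gains near Daxx and on the rest of the chromosome were 82.0% and 62.4%. In other Daxx-KO mice they were 33.8% and 40.1% for H3K27ac and 49.1% and 81.6% for H3K9me3. Substrain DNA cannot be told apart from an effect of Daxx loss on its own chromosome, because the length of the DNA that came with the allele can differ between mice and both follow the genotype.

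At Daxx itself, H3K27ac at 24 w.p.i. was lost over exons 2 to 6, on chromosome 17 from 33909801 to 33913400, with 113 and 93.7 normalized counts in Daxx-KO and 858 and 368 in WT, a log2 fold change of -2.57 in the authors' deposited table. It was gained at exon 1, from 33908401 to 33909500, and at exon 8, from 33914651 to 33916950, with log2 fold changes of 0.94 and 1.10 in the authors' deposited table. Pu.1 from 33912801 to 33913750 was listed at 0 in both Daxx-KO libraries and at 63.3 and 44.2 in the WT libraries.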
